# Transcriptomic analyses highlight the likely metabolic consequences of colonization of a cnidarian host by native or non-native *Symbiodinium* species

**DOI:** 10.1242/bio.038281

**Published:** 2019-02-27

**Authors:** Mei-Fang Lin, Shunichi Takahashi, Sylvain Forêt, Simon K. Davy, David J. Miller

**Keywords:** Corallimorpharia, Recolonization, Symbiodinium, Symbiosis

## Abstract

Reef-building corals and some other cnidarians form symbiotic relationships with members of the dinoflagellate family *Symbiodinaceae.* As *Symbiodinaceae* is a highly diverse taxon, the physiological interactions between its members and their hosts are assumed to differ between associations. The presence of different symbiont types is known to affect expression levels of specific host genes, but knowledge of the effects on the transcriptome more broadly remains limited. In the present study, transcriptome profiling was conducted on the tropical corallimorpharian, *Ricordea yuma,* following the establishment of symbiosis with either the ‘homologous’ symbiont *Symbiodinium goreaui* (also known as *Cladocopium goreaui*; ITS2 type C1) or ‘heterologous’ symbionts (predominantly *S. trenchii*, which is also known as *Durusdinium trenchii*; ITS2 type D1a) isolated from a different corallimorpharian host (*Rhodactis indosinensis*). Transcriptomic analyses showed that genes encoding host glycogen biosynthesis pathway components are more highly induced during colonization by the homologous symbiont than by the heterologous symbiont. Similar patterns were also observed for several other genes thought to facilitate symbiotic nutrient exchange, including those involved in lipid translocation/storage and metabolite transport. The gene expression results presented here imply that colonization by homologous or heterologous *Symbiodinium* types may have very different metabolic consequences for the *Ricordea* host, supporting the notion that even though some cnidarians may be able to form novel symbioses after bleaching, the metabolic performance of these may be compromised.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Colonization by the homologous symbiont, *Symbiodinium goreaui,* resulted in greater glycogen synthesis and ammonium assimilation capacity in the host than when it was colonized by a heterologous symbiont (*S. trenchii*).

## INTRODUCTION

Many cnidarians including corals, sea anemones and jellyfish host endosymbiotic dinoflagellates of the family *Symbiodinaceae* (Davy et al., 2012). Translocation of photosynthetic products, including carbohydrates and lipids, from the symbionts supports host respiration, growth and, in the case of stony corals calcification. In return, the host provides inorganic carbon, nitrogen and phosphorus to the symbionts (Davy et al., 2012). The cnidarian-*Symbiodinium* symbiosis is a cornerstone of biologically-enriched coral reef ecosystems.

Whilst some species inherit *Symbiodinium* maternally (vertical transmission), the majority of coral species acquire their symbionts from the environment (horizontal transmission) during the early stages of each generation (Baird et al., 2009). *Symbiodinium* cells isolated from cnidarian hosts can often infect a range of other host species, at least under experimental conditions (e.g. Coffroth et al., 2010; Rädecker et al., 2018; Voolstra et al., 2009; Weis et al., 2001; Yuyama and Higuchi, 2014). Although many aspects of the interaction remain unclear, the establishment of a stable cnidarian-dinoflagellate relationship is thought to involve a complex series of processes including recognition, suppression of the normal host phagocytotic pathway and ultimately metabolite trafficking (Davy et al., 2012; Matthews et al., 2017; Mohamed et al., 2016), however less is known about the molecular events beyond that point.

*Symbiodinium* is a highly diverse genus; nine clades are currently recognized and each of these includes many different phylotypes or species (reviewed by LaJeunesse, 2017; Pochon and Gates, 2010). Physiological characteristics – such as photosynthetic activity, growth and stress tolerance – differ among *Symbiodinium* taxa (Baird and Maynard, 2008; Díaz-Almeyda et al., 2017; Klueter et al., 2015). Initial uptake of potential symbionts appears to be a relatively promiscuous process (Biquand et al., 2017; Cumbo et al., 2013), but there are likely to be several subsequent opportunities for the host to reject phylotypes of *Symbiodinium* that do not fit its physiological requirements (or vice versa; Dunn and Weis, 2009). Each host organism harbors one or several different *Symbiodinium* phylotypes in a polyp or colony, and the dominant *Symbiodinium* phylotype can differ among cnidarian species, seasons, and environmental light and temperature conditions (Baker, 2003; Kuguru et al., 2008; Wilkinson et al., 2015). It is conceivable that the host cnidarian changes the dominant *Symbiodinium* phylotype to adapt to environmental change (Buddemeier and Fautin, 1993; Rouzé et al., 2017).

Symbionts provide carbon and nitrogen metabolites to the host, but the efficiency with which this occurs differs among *Symbiodinium* phylotypes (Baker et al., 2013). The coral *Isopora palifera* naturally associates with either *Symbiodinium* C or D types and nanoscale secondary ion mass spectrometry (NanoSIMS) has clearly demonstrated that the type C *Symbiodinium* fixes and transfers more carbon and nitrogen to its host than does the type D symbiont (Pernice et al., 2015). This work, together with studies conducted in the Davy laboratory (Matthews et al., 2017) implies that genes associated with carbon and nitrogen metabolism in the host are likely to differ markedly in expression levels when different *Symbiodinium* phylotypes are present.

Few data are available concerning the effects of different *Symbiodinium* phylotypes on host gene expression. Yuyama et al. (2011) used high-coverage gene expression profiling (HiCEP) to examine the response of aposymbiotic juveniles of *Acropora tenuis* to two different symbiont types but, although 765 genes were differentially expressed between the two groups, only 33 (some of which may be involved in lipid metabolism) could be annotated and validated. Moreover, the presence of different symbiont types has been shown to affect expression levels of specific host genes (Yuyama et al., 2011). In the case of the symbiotic sea anemone *Exaiptasia pallida* (‘*Aiptasia*’), colonization by heterologous symbionts (*S. trenchii*) essentially induced an expression pattern that was intermediate between the symbiotic (i.e. colonized to a similar density by *S. minutum*=ITS2 type B1) and aposymbiotic states with respect to several pathways associated with symbiosis (Matthews et al., 2017).

A number of investigations have established that the growth and/or nutrition of cnidarian hosts may be compromised by the ‘wrong’ symbiont type, and the Matthews et al. (2017) study highlights the transcriptional consequences of colonization by a heterologous symbiont at a fixed time point. However, to our knowledge, the transcriptional effects in the host during the process of colonization by a heterologous symbiont have not yet been investigated.

In the present study, the temporal effects of colonization by heterologous or homologous *Symbiodinium* taxa on the host transcriptome were examined. For this purpose, the tropical corallimorpharian, *Ricordea yuma*, served as host and was infected with either the native (‘homologous’) *Symbiodinium goreaui* (ITS2 type C1) or the non-native (‘heterologous’) *Symbiodinium trenchii* (ITS2 type D1a), an opportunistic, thermally tolerant species, isolated from a different corallimorpharian host (*Rhodactis indosinensis*). Transcriptomic analyses indicate major differences between hosts harboring different *Symbiodinium* species. We discuss the influences of the two symbiont species on host gene expression and consequent implications for host physiology.

## RESULTS AND DISCUSSION

### Uptake of *Symbiodinium* in bleached *Ricordea*

As described above, bleached *Ricordea* specimens inoculated with homologous (ITS type C1) or heterologous (predominantly ITS2 type D1a) symbionts, and the control (not inoculated) group are henceforth referred to as Groups C, D and N respectively. Following the bleaching treatment, the brownish coloration characteristic of ‘normal’ *Ricordea* was completely absent but gradually recovered in Groups C and D, but not in Group N (Fig. S1). To quantify the bleaching and the recovery, the intensity of chlorophyll *a* fluorescence (*Fm*) emitted from *Symbiodinium* within *Ricordea* tissues was monitored (Fig. 1). Measured *Fm* values were close to zero in all samples after the bleaching treatment but after four months had recovered to initial levels in samples inoculated with *Symbiodinium* (Groups C and D), but not in the non-inoculated control group (Group N; Fig. 1). The recovery was significantly faster in Group D than Group C (approximately 2.8 times faster), suggesting that the infectivity of *S. trenchii* is higher than for *S. goreaui* and/or the growth rate *in hospite* of the former is higher. A major determinant of primary infectivity is cell size, with smaller *Symbiodinium* phylotypes infecting the host faster (Biquand et al., 2017). A small but significant difference (Mann–Whitney *U*-test=−4.63, *P*<0.001) in cell size was observed between the *Symbiodinium* species used in the present study; the size estimate for Clade C1 (*S*. *goreaui*) was 6.45±0.619 µm (*n*=426) and for Clade D (*S. trenchii*) was 6.23±0.692 µm (*n*=418) (Fig. S2). However, both of these values fall into the ‘small’ category for Symbiodiniaceae types and are substantially below the exclusion limit for corals and the sea anemone *Aiptasia* (Biquand et al., 2017). Consequently, symbiont size is unlikely to be a major factor in uptake of symbionts. Although other factors cannot be ruled out (see, for example, Parkinson et al., 2018), the faster recovery of Group D samples is therefore assumed to reflect faster proliferation of *S. trenchii in hospite*.

**Fig. 1.**
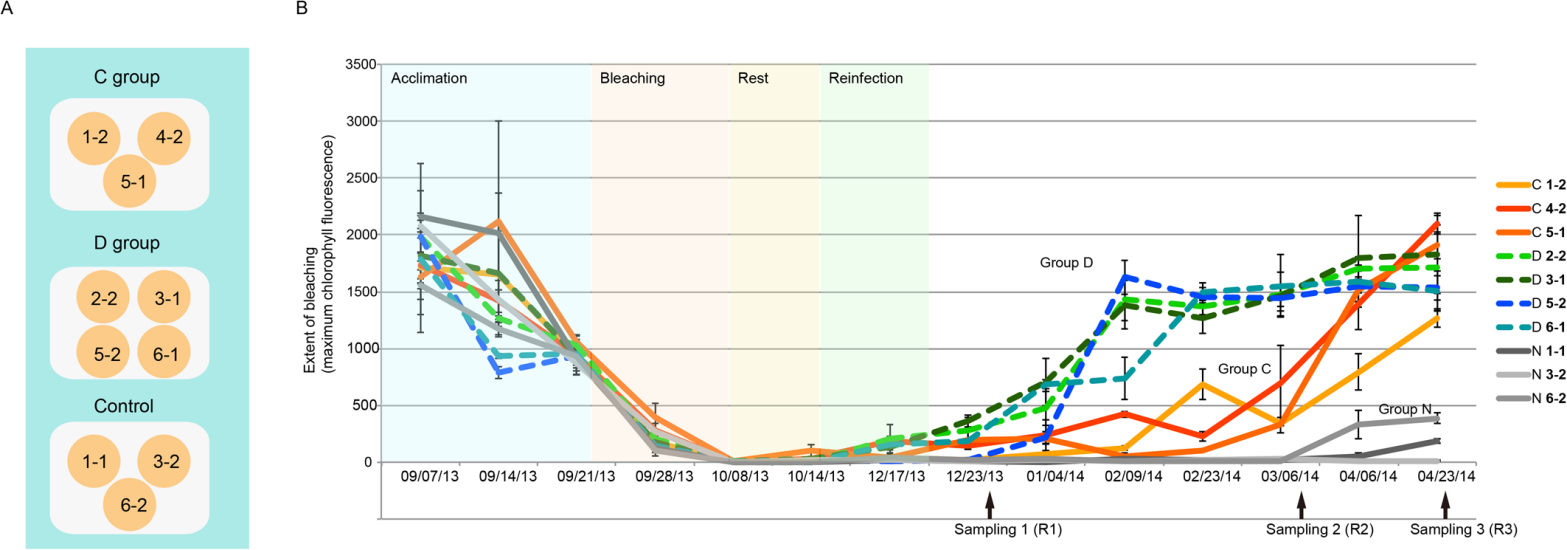
**Experimental design and symbiont density changes during the reinfection study.** (A) Distribution of sample clones in the three experimental tanks. The control group polyps were not experimentally reinfected. Polyps in the C and D treatment groups were inoculated with *Symbiodinium goreaui* or *S. trenchii*, respectively. (B) Symbiont density during the reinfection experiment. The points indicate values of nocturnal maximum quantum yield of photosystem II (Fm) for polyps in the control (N) group (gray solid lines), C group (colored solid lines), and D group (dashed lines) throughout the experiment. The arrows indicate the points at which sampling for RNA extraction was carried out. For detail of sample labelling, refer to Fig. S1.

### Differential gene expression during the re-establishment of symbiosis

As indicated in the methods section, symbiont typing confirmed that the symbiont suspension to which treatment Group D were exposed consisted predominantly (>90%) of *S. trenchii*, but by the end of the experiment (after R3), the predominant symbiont in three members of this treatment group was *S. goreaui*. On this basis, the R3 transcriptomic data for the samples in question were excluded from analyses. As the Group N individuals remained bleached at the R3 time point, it is likely that *S. goreaui* was present at low levels in the heterologous symbiont preparation, ultimately increasing in representation in three of the Group D treatment group members. Searching the raw reads for *S. trenchii* diagnostic ITS2 sequences confirmed the presence of *S. trenchii* in all members of treatment Group D at earlier time points, but this approach cannot provide quantitative data, thus the relative proportions of *S.trenchii* and *S. goreaui* at R1 and R2 are unknown.

Nevertheless, to explore the consequences of colonization by heterologous *Symbiodinium* preparations, multidimensional scaling analysis (MDS) was applied to compare the host gene expression patterns between the three treatment groups (Groups C, D and N) during colonization (Fig. 2). 

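RNA was sequenced from 10 polyps of Ricordea yuma, a corallimorpharian whose native symbiont is S. goreaui, at R1 (day 0), R2 (day 72) and R3 (day 120), which gave 30 libraries. Group C (polyps A2, D2 and E1) had been inoculated with S. goreaui, Group D (polyps B2, C1, E2 and F1) with a preparation mostly of S. trenchii, and Group N (polyps A1, C2 and F2) with neither. Polyps that share a letter are clones, and 4 of the 6 clones were divided between groups. Each group was kept in an aquarium of its own, so that aquarium and group cannot be told apart. The paper left out the R3 samples of 3 Group D polyps because S. goreaui predominated in them. From Fig. 2 these were taken to be B2, E2 and F1, so that Group D at R3 is the single polyp C1 and 27 libraries remain. Values below are over these 27 libraries, and the 3 other R3 libraries of Group D are given separately.
In the deposited table, the total count per library of Group C ranged from 2450801 to 9752514 at R1 (median 4433749), from 4387636 to 5542603 at R2 (median 4628252) and from 3595912 to 7124746 at R3 (median 5755600). Group D libraries held 3909450 to 11060905 counts at R1 (median 8343983) and 1793077 to 6141354 at R2 (median 3118229.5), and polyp C1 at R3 held 9982385. Group N libraries held 4145010 to 6702459 counts at R1 (median 5781465), 6048169 to 15567031 at R2 (median 11705658) and 5095013 to 10757942 at R3 (median 6602082). The excluded R3 libraries of Group D held 3608793 to 4986850 counts (median 4477470).
The authors trimmed the reads by quality, mapped them with Bowtie2 2.1.0 to a reference transcriptome assembled from this species and deposited whole counts per contig. The counting tool, its strand setting and the treatment of reads that map to several contigs are not given in the sources used here, and counts of contigs with near-identical copies are uncertain for that reason. The table holds contigs under assembly identifiers, and names were taken from Fig. 4 and Tables 1 and 2, where the paper pairs them with identifiers. Contigs with at least 5 counts in more than 10 of the 27 libraries were tested, which left 29652. Changes between stages were tested with edgeR's quasi-likelihood test after TMM normalization, with 1 mean for each of the 9 combinations of group and stage, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. All groups share an estimate of the spread in this fit, and polyp C1 at R3 is assumed to vary like the other groups. Each polyp was sampled at every stage, so values from a fit with polyp as a block are given where they change a call. Levels are given as TMM-normalized CPM, as the mean ± SD over polyps. The contigs of Fig. 4 and of Tables 1 and 2 were chosen by the study on these same samples, so counts over those lists are not independent evidence of their direction.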

At the first colonization time point (R1), all three groups showed similar gene expression patterns, but the patterns differed between the three groups at the later time points (R2 and R3; Fig. 2; Fig. S1), indicating that symbiont identity had a major influence on the expression of many host genes.

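Groups C and D each lay farther from Group N at R2 and R3 than at R1. With distance taken as the leading log2 fold change over the 500 contigs that differed most within a pair of samples, the mean distance between Groups C and D at R1 was 2.44, that between Groups C and N 2.39 and that between Groups D and N 2.38, against 2.45, 1.98 and 2.08 within Groups C, D and N. At R2 the mean distance was 3.19 between Groups C and D, 3.42 between Groups C and N and 3.94 between Groups D and N, against 2.76, 3.18 and 2.8 within Groups C, D and N. At R3 Groups C and N were 4.06 apart, against 2.2 within Group C and 2.08 within Group N, and the single Group D polyp C1 was on average 2.37 from Group C, whose own polyps were 1.85 to 2.38 apart, and 3.68 from Group N.
A permutation test of the 3 groups on these distances (pseudo-F, one-sided, exact) gave 1.78 at R1, with 33.7% of the variation between groups (p = 0.00476 over 4200 arrangements), 2.42 at R2, with 40.9% (p = 0.00143), and 5.29 at R3, with 72.6% (p = 0.0286 over 140 arrangements). Over pairs of groups, the exact p was 0.0286 at R1 and 0.0857 at R2 for Groups C and D, and 0.0286 at both stages for Groups D and N. For Groups C and N it was 0.3 at R1 and 0.1 at R2 and R3, the smallest that 20 arrangements allow. With all 4 Group D polyps at R3, the pseudo-F was 4.88 (exact permutation p = 0.0019).
The counts of contigs that differed between Groups C and D were 8 at R1, 254 at R2 (118 higher and 136 lower in Group C) and 0 at R3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At R3 Group D is polyp C1 alone, so that the 0 there does not show that the groups were alike. With clone as a block the counts were 0 at R1, 24 at R2 and 0 at R3, and in fits of only the samples compared 0, 14 and 81. With 1 polyp left out they ran from 0 to 37 at R1 and from 63 (without A2) to 2459 (without B2) at R2, and stayed 0 at R3. With 10 times as many contigs per pair, the groups did not separate past the threshold at R1 (exact permutation p = 0.153) or R2 (p = 0.0605). From the arrangement of the samples in Fig. 2, the paper concludes that the identity of the symbiont had a major influence on the expression of many host genes.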

**Fig. 2.**
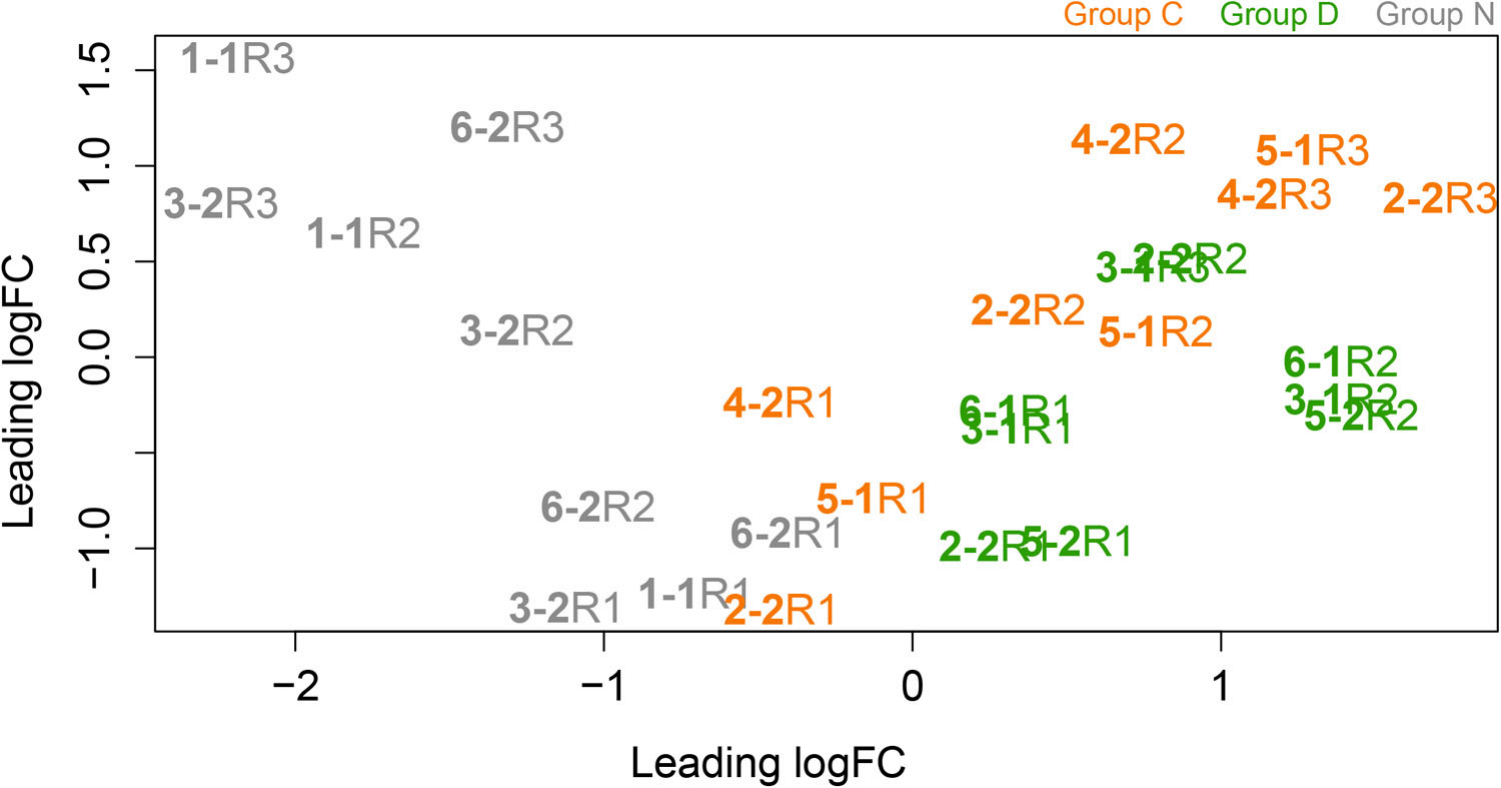
**Relationships between samples based on multidimensional scaling performed using the edgeR package.** Distances on the plot represent the biological coefficient of variation (BCV) between samples. BCV=0.2978. R1, R2 and R3 correspond to the sampling points, sample labeling and grouping as in Fig. 1. Samples in the control groups are marked in gray, samples in C group are in orange and samples in D group are in green.

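Relative to R1, 105 contigs rose and 57 fell in Group C at R2, and 601 rose and 522 fell at R3. In Group D, 262 contigs rose and 96 fell at R2, and 40 rose and 9 fell in the single polyp C1 at R3. With all 4 Group D polyps at R3, 242 rose and 182 fell, and over the 3 polyps in which S. goreaui predominated 240 rose and 128 fell. In Group N, which was not inoculated, 104 contigs rose and 83 fell at R2, and 1225 rose and 1501 fell at R3. Outside the paper's lists, unnamed contigs were ranked by their change in Group C at R3. Only contigs past the threshold with a mean log2 CPM of at least 2 and no overlap between R1 and R3 were ranked. Among them, the 2 that rose most were comp66978_c0_seq1 (log2 fold change 7.82, standard error 1.29, adjusted p = 0.000672) and comp30547_c0_seq1 (7.41, standard error 1.32, adjusted p = 0.00147). The 2 that fell most were comp67681_c0_seq4 (-5.48, standard error 1.25, adjusted p = 0.0126) and comp23866_c0_seq1 (-4.86, standard error 0.57, adjusted p = 1.24e-05), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
The change from R1 to R3 differed between Groups C and N in 1212 contigs (765 with a higher and 447 with a lower change in Group C) and between Groups C and D in 2. The change from R1 to R2 differed between Groups C and D in 8 contigs, between Groups C and N in 48 and between Groups D and N in 193. These R2 counts were 0, 0 and 80 with polyp as a block, and those at R3 825 between Groups C and N and 1 between Groups C and D. With 1 polyp left out they ran at R2 from 0 to 329 (without B2), from 0 to 82 (without F2) and from 29 (without A1) to 2777 (without B2), and at R3 from 525 (without A1) to 1398 (without B2) and from 0 to 4.
In the fit with polyp as a block, 97 and 661 contigs changed in Group C at R2 and R3, 218 and 1 in Group D, and 74 and 1848 in Group N. The fall of comp67681_c0_seq4 was lost without A2, D2 or E1 (adjusted p up to 0.118). Leaving out 1 polyp with all its stages gave between 0 (without E1) and 209 (without B2) contigs in Group C at R2, 279 (without E1) to 1486 (without B2) at R3, 93 (without C1) to 2967 (without B2) in Group D at R2, 19 (without E1) to 69 (without F2) at R3, and 2 (without A1) to 1665 (without F2) and 551 (without A1) to 3638 (without B2) in Group N at R2 and R3.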

Based on the comparisons of later stages and time zero stages (R1 versus R2 and R1 versus R3), the dispersion patterns of differentially expressed transcripts at each stage in each treatment group are shown as Fig. 3. Using a significance cutoff of FDR<0.05, 22 transcripts were differentially expressed in all three treatment groups (Fig. 4). 

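Among the contigs tested, 14 passed the threshold in all 4 comparisons of Groups C and D with R1, and all 14 are in Fig. 4. The 13 that rose throughout include fibrillin-1, an extracellular matrix protein, the solute carrier family 25 member 36, a putative diacylglycerol O-acyltransferase, the epidermal retinol dehydrogenase 2, the Williams-Beuren syndrome chromosomal region 27 protein and the putative gastrointestinal growth factor. The Williams-Beuren syndrome protein (comp80329_c2_seq2) rose by 3.04 (standard error 0.47, adjusted p = 0.00309) and 5.00 (standard error 0.47, adjusted p = 6.25e-07) on the log2 scale in Group C at R2 and R3, and by 3.47 (standard error 0.35, adjusted p = 4.34e-06) and 2.74 (standard error 0.44, adjusted p = 0.00546) in Group D. The uncharacterized contig comp52813_c0_seq2 fell throughout, with log2 fold changes of -1.31 and -4.97 in Group C and -4.16 and -3.32 in Group D, and its mean level in Group C went from 30.2 ± 2.65 CPM (SD, n = 3) at R1 to 0.969 ± 0.27 at R3.
Over the 22 contigs of Fig. 4, 18 rose and 1 fell in Group C at R2, 21 rose and 1 fell at R3, 20 rose and 1 fell in Group D at R2, and 14 rose and 1 fell at R3. Adjusted over the list alone, 21 rose and 1 fell in each of the 4 comparisons, which is not independent evidence. The 7 that did not pass in polyp C1 at R3 were PP1R3D, the ammonium transporter Rh type C, prestin, the F-box/LRR-repeat protein 7 and 3 uncharacterized contigs. Over all 4 Group D polyps at R3, 21 rose and 1 fell. In Group C at R2 0 of the list passed without polyp D2 or without E1, 9 rose and 1 fell without A2, 15 rose and 1 fell with polyp as a block, and at R3 at least 21 passed whichever polyp was left out. In Group D at least 18 passed at R2 and from 7 (without A1 or E1) to 18 (without F2) in polyp C1 at R3, and in a fit of only the samples compared 4 passed in Group C at R2 and 4 in polyp C1 at R3.
The tests were edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lists independent of each other would share 2.54e-05 higher and 9.86e-07 lower contigs, which ignores the R1 libraries shared within a group. In 20 simulations of unchanged groups with shared R1 libraries, the highest number of contigs passing in all 4 was 0. Unchanged groups give few contigs past the adjusted threshold, so that this 0 says little. At an unadjusted p under 0.05, 162 contigs passed in all 4, against a median of 3 and a highest of 8 in the simulations. The simulations drew each contig by itself and hold no structure shared over the contigs of a library. At the adjusted threshold the number in all 4 was 14. The number was 1 with polyp as a block (comp52813_c0_seq2), where only this contig of the list passed in Group D at R3, and it was 0 without polyp D2 or without polyp E1, which also ended the calls of the Williams-Beuren syndrome protein (adjusted p up to 0.137) and of comp52813_c0_seq2 (up to 0.478) in Group C at R2.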

Of the 22 transcripts, 17 contained open reading frames encoding >100 amino acid residues; 16 of these correspond to annotated proteins and only one cannot be characterized (Table S3). Of these 22 transcripts, 17 were differentially expressed in the C and D treatment groups only (Fig. 4). 

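In Group N, which was not inoculated, 2 of the 22 contigs of Fig. 4 rose at R2 and 5 at R3, and 17 passed the threshold at neither stage. The short-chain dehydrogenase/reductase family 9C member 7 rose by 2.31 (standard error 0.37, adjusted p = 0.00246) at R2 and 2.43 (standard error 0.38, adjusted p = 0.000191) at R3 on the log2 scale, from 3.88 ± 1.07 CPM (SD, n = 3) at R1 to 21.9 ± 6.90 at R3. The cation transport regulator-like protein 1 rose by 1.67 (standard error 0.33, adjusted p = 0.0134) and 1.77 (standard error 0.33, adjusted p = 0.00115). At R3 battenin, a lysosomal membrane protein, rose by 1.13 (standard error 0.27, adjusted p = 0.00782), the solute carrier family 25 member 36 by 1.2 (standard error 0.36, adjusted p = 0.0341) and the uncharacterized contig comp53987_c0_seq1 by 1.84 (standard error 0.58, adjusted p = 0.0463). Of the 14 contigs that passed in all 4 comparisons of Groups C and D, 10 passed at neither stage in Group N.
The difference between groups was tested as the difference of their changes. From R1 to R3, 16 of the 22 contigs rose more and 1 fell more in Group C than in Group N, and 5 did not pass, among them the short-chain dehydrogenase (difference of 0.96), the cation transport regulator-like protein 1 (1.00) and battenin (0.80). From R1 to R2, 3 rose more in Group C than in Group N, and 10 rose more and 1 fell more in Group D than in Group N. Adjusted over the list alone, which the study chose on these samples, 20 rose more and 1 fell more in Group C than in Group N at R3.
All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The solute carrier (adjusted p = 0.0604) and comp53987_c0_seq1 (adjusted p = 0.0778) no longer passed in Group N at R3 with polyp as a block, each was lost when 1 of several polyps was left out (adjusted p up to 0.322 and 0.526), battenin was lost without A1 or F2 (up to 0.0654), and without polyp A1 0 of the 22 contigs passed at R2 and 2 at R3. The 3 differences between Groups C and N at R2 were lost with polyp as a block and without A1, D2 or E1, and of the 11 between Groups D and N at R2 7 passed with the block and 4 without A1.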

For most of the genes, differential expression was much more extensive at the late (R3) time point.

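In Group C the changes of the Fig. 4 contigs were larger at R3 than at R2 for 22 of 22, and the median size of the log2 fold change went from 1.83 to 3.39. Fibrillin-1 (comp80166_c4_seq5) had log2 fold changes of 1.32 (standard error 0.23, adjusted p = 0.00713) at R2 and 3.02 (standard error 0.24, adjusted p = 4.74e-08) at R3. Krueppel-like factor 11 (comp77383_c0_seq1), a transcription factor, had 1.63 (standard error 0.44, adjusted p = 0.115) at R2 and 4.46 (standard error 0.49, adjusted p = 5.79e-06) at R3. Tested directly, R3 differed from R2 in Group C in the direction of the change from R1 for 12 of the 22 contigs, and for 18 when adjusted over the list alone.
In Group D the change was larger at R3 for 11 of the 22, with a median size of 2.1 at R2 and 2.11 in polyp C1 at R3. Fibrillin-1 had 1.61 and 1.87 and Krueppel-like factor 11 had 2.86 and 3.67. With the single polyp C1 at R3, the median difference from R2 over the list was 0.08 on the log2 scale. The 3 polyps in which S. goreaui predominated were compared with R2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. There 8 of 22 had an unadjusted p under 0.05, and 0 passed the adjusted threshold. The median difference was -0.09, with 10 contigs above 0 and 12 below, and adjusted over the list alone 0 were higher and 3 lower at R3.
The larger change at R3 in Group C than in Group D, seen in 21 of the 22 contigs with a median difference of 1.14, passed the threshold for 0 of them (12 at an unadjusted p under 0.05, and 0 by DESeq2), and for 11 when adjusted over the list alone. At R3 itself the levels of the list in Group C differed from those in polyp C1 by a median of 0.18. At R1 the levels in Group C lay below those in Group D by a median of -0.92, with 20 of the 22 below 0. Fibrillin-1 did not pass in Group C at R2 without D2 or E1 (adjusted p up to 0.187).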

**Fig. 3.**
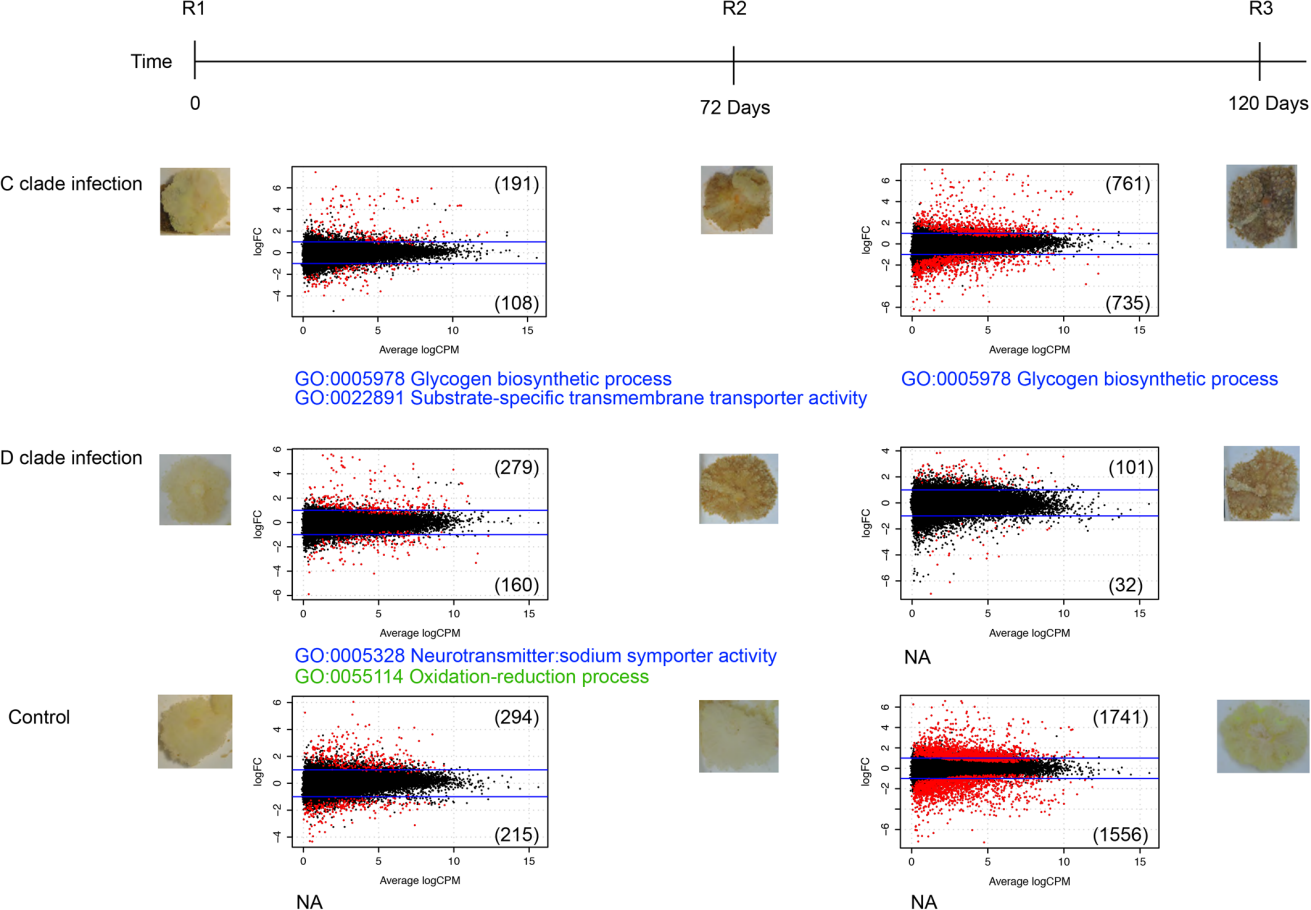
**Dot plots of log-fold-change versus log-cpm (counts per million) at each stage in the three treatment groups, with differentially expressed genes highlighted (5% FDR).** In each case, the blue lines indicate twofold change. In each case, the comparisons were based on sampling point 2 versus sampling point 1, and sampling 3 versus sampling point 1. Numbers of differentially expressed genes are indicated in parentheses above and below the blue lines. Over-represented GO terms are summarized below the plots. Blue, upregulated GO; green, downregulated GO; NA, no significant GO over-representation.

**Fig. 4.**
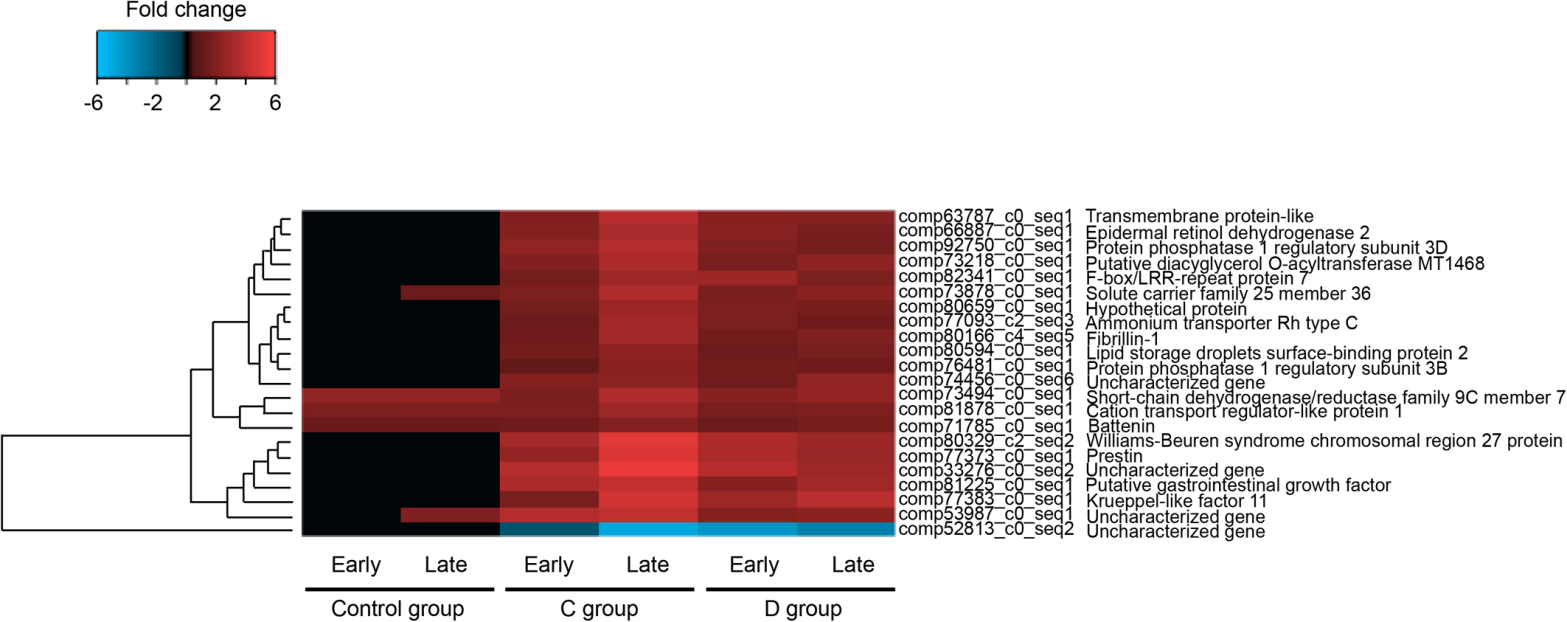
**Genes differentially expressed in the three treatment groups.** Information on the gene families and predicted functions is given in Table S3.

### Gene ontology analyses

Gene ontology (GO) analyses indicated that GO terms were significantly over-represented in Group C and/or D samples, but not in Group N samples, during the colonization processes (Fig. 3). The term ‘glycogen biosynthetic process’ (GO:0005978) was over-represented amongst upregulated genes in the R2 and R3 stages of Group C samples, and ‘oxidation-reduction process’ (GO:0055114) was over-represented amongst downregulated genes at the R2 stage in Group D samples. The genes responsible for over-representation of these GO terms were examined further, as described below.

#### Glycogen biosynthesis is enriched in the native Symbiodinium association

As in other animals, symbiotic cnidarians synthesize glycogen from glucose as a short-term energy storage system (Kopp et al., 2015), and glucose is thought to be the major photosynthetic product transferred from symbiont to host (Burriesci et al., 2012; Hillyer et al., 2017). In the present experiment, three genes involved in glycogen biosynthesis, phosphoglucomutase-1, glycogen synthase and 1,4-alpha-glucan-branching enzyme, were highly upregulated in both colonization stages R2 and R3 in Group C and in the R2 colonization stage of Group D (Fig. 5). Also belonging to the same GO term, UTP-glucose-1-phosphate uridylyltransferase and glycogenin-1 were significantly differentially expressed only in the final colonization stage (R3) of Group C. Although the GO term ‘glycogen biosynthesis’ was not over-represented in the Group D samples, some individual genes in this category were significantly upregulated, including glycogen synthase, phosphoglucomutase-1 and 1,4-alpha-glucan-branching enzyme. However, these genes were not significantly over-represented in the late colonization stage of Group D. Overall, levels of expression of genes involved in glycogen biosynthesis in the D group samples were approximately half of those in C group samples, implying impaired glycogen/starch storage in the D group relative to the C group. Consistent with this result, Matthews et al. (2017) observed lower expression of glycan branching enzyme (the final step in the pathway shown in Fig. 5) and sugar transporters in *Aiptasia* colonized with heterologous *S. trenchii* than with the homologous symbiont (*S. minutum*), while Rädecker et al. (2018) observed the highest gross carbon fixation in anemones colonized with the native *Symbiodinium* phylotype.

**Fig. 5.**
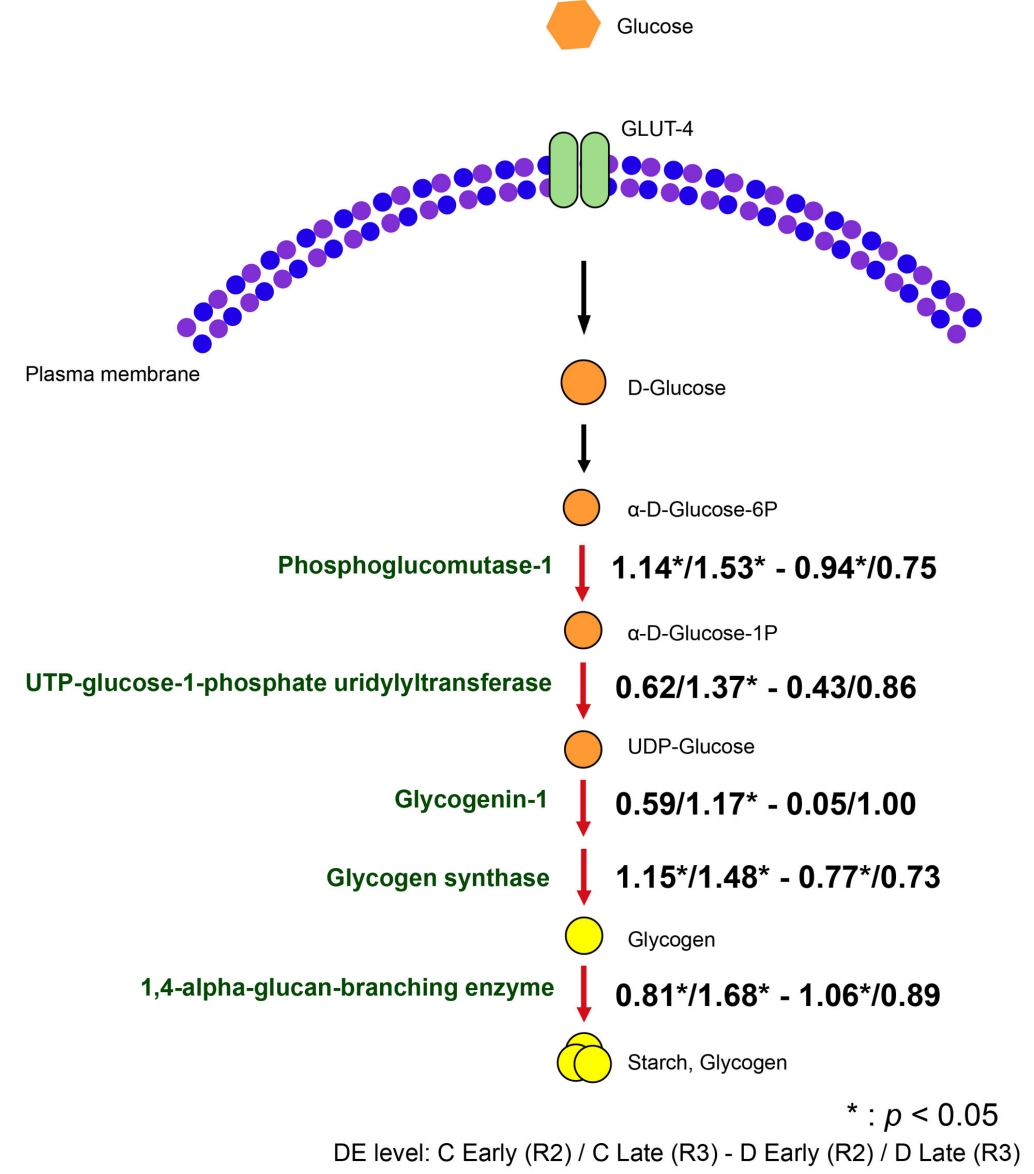
**Differential expression of host genes involved in glycogen biosynthesis during colonization by *Symbiodinium goreaui* (C) or *S. trenchii* (D).** Arrows highlighted in red indicate upregulation of expression relative to levels at the first sampling point. The values represent the logFC of expression at early stage (R2) and late stage (R3) of both groups. (*) indicates the FDR<0.05.

In addition to upregulation of genes encoding the catalytic activities involved in glycogen biosynthesis, two regulatory proteins were also upregulated. 

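Both glycogen-targeting subunits of protein phosphatase 1 rose in Groups C and D, and neither passed the threshold in Group N. PP1R3B (comp76481_c0_seq1) went from 32.1 ± 5.27 CPM (SD, n = 3) at R1 to 65.8 ± 6.29 at R2 and 150 ± 26.4 at R3 in Group C, and from 55.1 ± 8.79 (SD, n = 4) to 162 ± 26.7 at R2 in Group D. PP1R3D (comp92750_c0_seq1), expressed at a lower level, went from 1.37 ± 0.292 to 7.81 ± 2.43 and 16.4 ± 1.60 in Group C and from 4.21 ± 0.943 to 17.4 ± 6.19 at R2 in Group D.
The log2 fold change of PP1R3B was 1.02 (standard error 0.22, adjusted p = 0.0277) at R2 and 2.21 (standard error 0.22, adjusted p = 1.61e-06) at R3 in Group C, and 1.60 (standard error 0.19, adjusted p = 3.53e-05) at R2 in Group D, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That of PP1R3D was 2.46 (standard error 0.40, adjusted p = 0.00533) and 3.54 (standard error 0.39, adjusted p = 5.79e-06) in Group C and 2.07 (standard error 0.30, adjusted p = 0.000244) at R2 in Group D, by the same test. In polyp C1 at R3 the values were 1.32 for PP1R3B (standard error 0.27, adjusted p = 0.036) and 1.5 for PP1R3D (standard error 0.40, adjusted p = 0.188), and with all 4 Group D polyps at R3 they were 1.30 (adjusted p = 0.000372) and 1.18 (adjusted p = 0.0373). In Group N the values lay between -0.04 and 0.76 (PP1R3D at R3).
PP1R3B, with polyp as a block, no longer passed in Group C at R2 (1.03, adjusted p = 0.0651) or in polyp C1 at R3 (1.09, adjusted p = 0.999). Leaving out polyp D2 or E1 ended both calls in Group C at R2 (adjusted p up to 0.254 for PP1R3B and 0.17 for PP1R3D), as did A2 or C2 for PP1R3B, and 8 of the 9 polyps left out in turn ended the call of PP1R3B in polyp C1 at R3 (adjusted p up to 0.073).

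**Figure D1:**
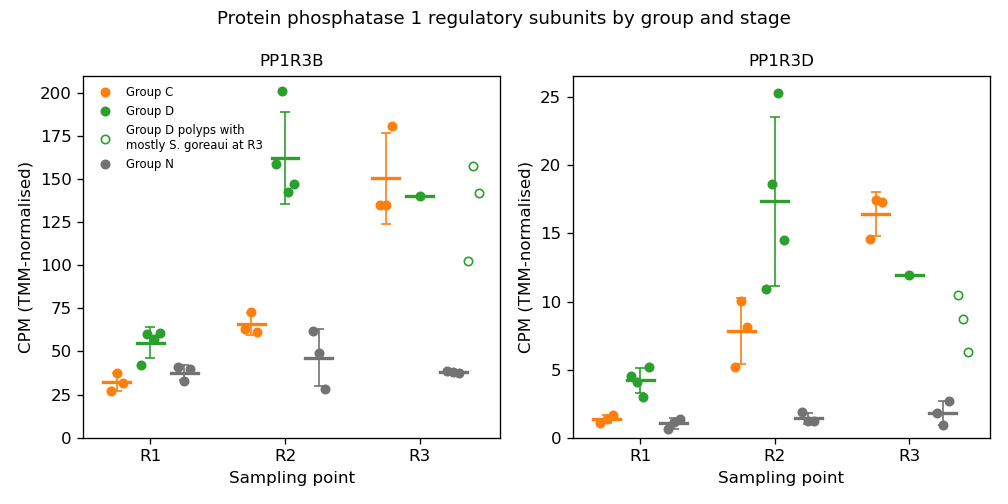
TMM-normalized CPM of PP1R3B (left) and PP1R3D (right) in each polyp at R1, R2 and R3. Filled circles are polyps of Groups C, D and N, horizontal lines their means and bars the SD, and open circles are the 3 Group D polyps in which S. goreaui predominated at R3. The polyps of Group C at R3 lie between 135.2 and 180.8 CPM for PP1R3B and between 14.6 and 17.43 CPM for PP1R3D, above every polyp of Group N.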

Protein phosphatase 1 regulatory subunits 3B and 3D (PP1R3B and PP1R3D) both contain carbohydrate-binding domains and act to facilitate glycogen synthesis by suppressing the rate at which PP1 inactivates (dephosphorylates) glycogen phosphorylase and stimulating the rate at which it activates (phosphorylates) this enzyme, effectively driving the reaction in favor of glycogen biosynthesis. 

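At R2 the rise of PP1R3B from R1 was smaller in Group C than in Group D by 0.57 on the log2 scale (difference -0.57, standard error 0.28, adjusted p = 0.874), and that of PP1R3D was larger by 0.39 (standard error 0.49, adjusted p = 0.925). At R3 the rise was larger in Group C than in the single Group D polyp C1 for both, by 0.89 for PP1R3B (standard error 0.37, adjusted p = 1) and by 2.04 for PP1R3D (standard error 0.60, adjusted p = 0.654). None of these differences passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all contigs tested. Adjusted over the 22 contigs of Fig. 4 alone, a list the study chose on these samples, the differences at R3 had adjusted p-values of 0.0468 for PP1R3B and 0.0183 for PP1R3D. At R1, from which both rises are measured, Group C lay below Group D by -0.77 for PP1R3B (standard error 0.20, adjusted p = 0.29 over all contigs and 0.0044 over the list) and by -1.56 for PP1R3D (standard error 0.39, adjusted p = 0.205 and 0.00425), by the same test.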

Of note, levels of induction of both regulatory proteins were higher in the *S. goreaui*-colonized than in the *S. trenchii*-colonized polyps (Fig. 4).

The upregulation of genes involved in glycogen biosynthesis observed following colonization by *Symbiodinium* is consistent with the translocation of photosynthetically-derived glucose from symbiont to host, and active storage of glucose as glycogen (and starch) in the corallimorpharian host. These data are consistent with reports of higher levels of expression of glycogen-related genes in corals at noon in comparison with those at night (Ruiz-Jones and Palumbi, 2015). Kopp et al. (2015) demonstrated apparent carbon translocation from symbiont to coral host by visualizing external glucose incorporation into glycogen granules in oral epidermal cells, implying that photosynthetically-derived carbon may be stored in coral tissue (e.g. Battey and Patton, 1984; Muscatine et al., 1984; Patton and Burris, 1983; Patton et al., 1977). In a variety of cnidarian-*Symbiodinium* associations, glucose is a major symbiont-derived mobile product (Burriesci et al., 2012; Hillyer et al., 2017; Kopp et al., 2015; Streamer et al., 1993; Whitehead and Douglas, 2003) and the observed upregulation of glycogen biosynthesis during recovery from bleaching supports a central metabolic role for glucose in the corallimorpharian-dinoflagellate symbiosis. The lower levels of expression of glycogen biosynthetic enzymes observed in the corallimorpharians colonized by *S. trenchii* rather than *S. goreaui*, and the faster growth of the former species *in hospite*, are consistent with the idea that less glucose is transferred to the host by *S. trenchii* than by *S. goreaui*. This idea is supported by physiological data indicating that *Isopora palifera* and *Aiptasia* colonized by ITS type D *Symbiodinium* rather than the ‘natural’ symbionts have lower rates of carbon translocation (Leal et al., 2015; Pernice et al., 2015). Lower rates of fixed carbon export by *S. trenchii* relative to several other *Symbiodinium* types (Cantin et al., 2009; Matthews et al., 2017) are assumed to explain the fast growth of ITS type D *Symbiodinium* at an early stage of coral symbiosis (Yuyama and Higuchi, 2014), and may also underlie the patterns observed here in *Ricordea*.

#### Symbiosis results in altered expression of genes involved in ammonia assimilation

The GO term oxidation-reduction process (GO:0055114) was over-represented in R2 stage samples from treatment Group D; some of the genes captured under this GO term were also differentially expressed in treatment Group C (Tables 1 and 2). 

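The 10 contigs of Table 2, enzymes of oxidation and reduction, mostly had lower levels at R2 of Group D and R3 of Group C than at R1, the first sign of colonization. In Group D at R2, 7 fell and none rose. In Group C, 1 fell at R2 and 8 at R3, and in polyp C1 of Group D at R3 1 fell. Over all 4 Group D polyps at R3, 6 fell. In Group N none fell, 1 rose at R2 and 3 rose at R3, namely dimethylglycine dehydrogenase, peroxidasin and alternative oxidase, an enzyme that bypasses part of the respiratory chain. Alternative oxidase rose in Group N by 3.23 (standard error 0.70, adjusted p = 0.0309) at R2 and 2.55 (standard error 0.69, adjusted p = 0.0199) at R3, from 11.1 ± 3.39 CPM (SD, n = 3) at R1 to 111 ± 54.6 at R2 and 67.9 ± 9.13 at R3.
In Group D at R2, 10-formyltetrahydrofolate dehydrogenase (-1.64, standard error 0.26, adjusted p = 0.000637) and alpha-aminoadipic semialdehyde dehydrogenase (-0.94, standard error 0.19, adjusted p = 0.00756) fell, and peroxidasin had -0.75 (standard error 0.22, adjusted p = 0.118), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Compared with Group N, the change was lower in 7 contigs in Group D at R2 and in 8 in Group C at R3. The change from R1 to R2 differed between Groups C and D for 0 of the 10 (9 at an unadjusted p under 0.05, 2 by DESeq2 and 2 by the likelihood ratio test). Adjusted over the list alone, which was chosen by the study on these samples, 9 fell in Group D at R2 and 9 in Group C at R3.
Of the 7 differences from Group N in Group D at R2, 4 passed with polyp as a block and 1 without A1. The 8 in Group C at R3 became 7 with the block and 5 without D2. In the blocked fit 5 fell in Group D at R2, 3 in Group C at R3 and 0 in Group C at R2 and in polyp C1. Leaving out polyp D2 left 1 call in Group C at R3 (3 without its R1 library alone or without E1), leaving out C1 or E2 left 4 in Group D at R2, and leaving out A1 or F2 left 0 in Group N at R3. In Group N peroxidasin did not pass at R3 with the block (adjusted p = 0.073) and alternative oxidase was lost at R2 without A1, C1 or C2 (adjusted p up to 0.529) and at R3 without A1, C2 or F2 (up to 0.127), while in Group D at R2 the semialdehyde dehydrogenase was lost without E2 (adjusted p = 0.107).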

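Glutamate dehydrogenase (GDH, comp50565_c0_seq1), which joins ammonium to 2-oxoglutarate, is assumed by the paper to be the NADP+-specific form. Its contig fell in Group C at R3 and in Group D at R2 and R3. Its log2 fold change was -0.38 (standard error 0.28, adjusted p = 0.774) in Group C at R2 and -1.74 (standard error 0.29, adjusted p = 0.000734) at R3. In Group D it was -1.75 (standard error 0.25, adjusted p = 0.000262) at R2 and -2.18 (standard error 0.45, adjusted p = 0.0395) in polyp C1 at R3, where all 4 Group D polyps gave -1.5 (adjusted p = 0.00277). The mitochondrial enzyme ALDH4A1 (comp70669_c0_seq1) changed less, by -0.96 in Group C at R3 (standard error 0.22, adjusted p = 0.0131) and by -0.87 in Group D at R2 (standard error 0.19, adjusted p = 0.0189), and had -0.13 in Group C at R2 and -0.72 in polyp C1 at R3, neither past the threshold. With all 4 Group D polyps at R3, ALDH4A1 fell by 0.76 (adjusted p = 0.0373).
In Group N neither contig passed the threshold (0.46 and 0.25 for GDH, 0.67 and 0.62 for ALDH4A1). From R1 to R3 the change was lower in Group C than in Group N by -1.99 for GDH (standard error 0.40, adjusted p = 0.00377) and by -1.58 for ALDH4A1 (standard error 0.31, adjusted p = 0.00334). The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
With polyp as a block, ALDH4A1 no longer passed in Group C at R3 (adjusted p = 0.051) or in Group D at R2 (adjusted p = 0.0896), nor did GDH in polyp C1 at R3 (adjusted p = 0.542). Leaving out 1 polyp ended the calls of ALDH4A1 without D2 or E1 in Group C (adjusted p up to 0.132) and without C1, E2 or F1 in Group D at R2 (up to 0.163), and the call of GDH in polyp C1 for 6 of the 9 polyps (up to 0.0951).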

Two genes involved in nitrogen assimilation were downregulated in both the C and D treatment groups: glutamate dehydrogenase (GDH), which is responsible for the incorporation of ammonium into α-ketoglutarate, and delta-1-pyrroline-5-carboxylate dehydrogenase (ALDH4A1), a mitochondrial enzyme responsible for the production of glutamate from glutamate semialdehyde during breakdown of either proline or ornithine. Based on sequence similarity comparisons, the GDH that is differentially expressed in symbiosis is assumed to be the NADP+-specific variant (Catmull et al., 1987), which is restricted to cnidarians amongst the Metazoa. Like other animals, cnidarians also have a (mitochondrial) GDH that uses both NAD+ and NADP+, but these two classes of protein are clearly distinct; based on BlastP comparison, the *Ricordea* sequence in question matches the *Acropora digitifera* NADP+-specific GDH (XP_015776429.1) with an e-value of 0.0 (overall score 823; identity 83% and coverage 92%) whereas the *A. digitifera* mitochondrial type (XP_015752533.1) matching e-value was only 1e-22 (overall score 180; identity 28% and coverage 76%).

**Table 1.**
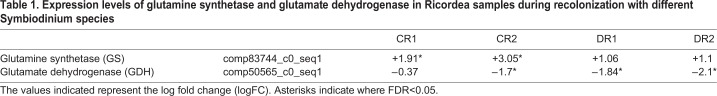
**Expression levels of glutamine synthetase and glutamate dehydrogenase in Ricordea samples during recolonization with different Symbiodinium species**

**Table 2.**
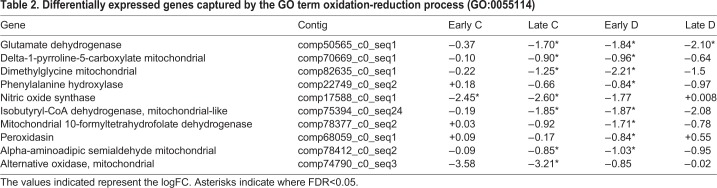
**Differentially expressed genes captured by the GO term oxidation-reduction process (GO:0055114)**

Both GDH and glutamine synthetase (GS) are thought to play important roles in regulating host cytoplasmic ammonium levels in the coral-dinoflagellate symbiosis (Yellowlees et al., 1994). Both of these enzymes are able to function in ammonium assimilation, but do so with very different kinetics – in the case of animal GS proteins, the value of the Michaelis constant (Km) for ammonium is typically around 10 µM, whereas the corresponding figure for GDH is about two orders of magnitude higher; in *Acropora*, the Km of the NADP-specific GDH for ammonium has been estimated as 9.2 mM (Catmull et al., 1987). During the re-establishment of symbiosis with the homologous *S. goreaui*, not only was GDH downregulated, but also GS was significantly upregulated (Table 1). However, GS was apparently not upregulated in the D treatment group. 

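Glutamine synthetase (GS, comp83744_c0_seq1), which adds ammonium to glutamate, rose in Group C while GDH was lower. GS went from 3.74 ± 2.00 CPM (SD, n = 3) at R1 to 14.8 ± 7.83 at R2 and 32.6 ± 9.91 at R3, a log2 fold change of 1.87 (standard error 0.44, adjusted p = 0.0496) at R2 and 3.00 (standard error 0.44, adjusted p = 0.000224) at R3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the same stages GDH had 169 ± 75.3, 129 ± 50.7 and 50.6 ± 7.80 CPM. In Group N GS stayed at a few CPM (2.75 ± 1.04, 1.69 ± 0.644 and 3.75 ± 1.92 at R1, R2 and R3), and from R1 to R3 its rise was larger in Group C than in Group N by 2.59 (standard error 0.64, adjusted p = 0.0179), by the same test.
With polyp as a block GS did not pass in Group C at R2 (1.88, adjusted p = 0.136) and passed at R3 (3.14, adjusted p = 0.00135). At R2 the call was also lost when any of 8 of the 10 polyps was left out (adjusted p up to 0.467, without E1), and the larger rise than in Group N was lost without A1 (adjusted p = 0.131) or A2.

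**Figure D2:**
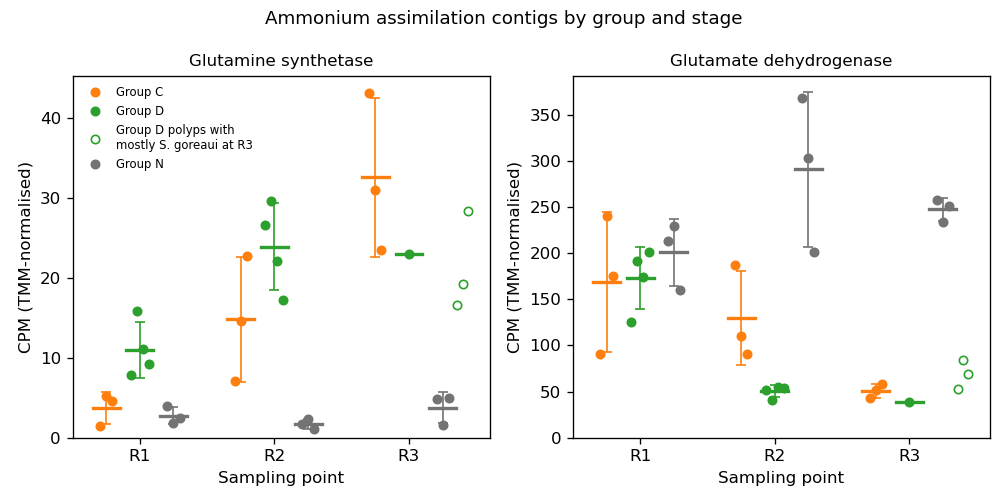
TMM-normalized CPM of glutamine synthetase (left) and glutamate dehydrogenase (right) in each polyp at R1, R2 and R3. Filled circles are polyps of Groups C, D and N, horizontal lines their means and bars the SD, and open circles are the 3 Group D polyps in which S. goreaui predominated at R3. At R3 the polyps of Group C lie between 23.52 and 43.16 CPM for glutamine synthetase and between 42.53 and 58.08 CPM for glutamate dehydrogenase.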

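In Group D the level of GS was 11.0 ± 3.51 CPM (SD, n = 4) at R1, 23.9 ± 5.44 at R2 and 23.0 in polyp C1 at R3, and the Group D polyps in which S. goreaui predominated at R3 had 16.6 (B2), 19.2 (E2) and 28.3 CPM (F1). The log2 fold change was 1.15 (standard error 0.35, adjusted p = 0.133) at R2 and 1.02 (standard error 0.50, adjusted p = 0.741) in polyp C1 at R3, and 0.98 (adjusted p = 0.192) with all 4 polyps at R3, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GS passed at R2 with DESeq2 (adjusted p = 0.0451).
The difference between Groups C and D in the change of GS did not pass the threshold. It was 0.72 (standard error 0.56, adjusted p = 0.903) at R2 and 1.97 (standard error 0.71, adjusted p = 0.98) at R3. The level of GS in Group C was below that of Group D at R1 by -1.47 on the log2 scale (standard error 0.42, adjusted p = 0.382) and differed from that of polyp C1 at R3 by 0.51 (standard error 0.56, adjusted p = 1), by the same test.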

Given the lower Km of GS for ammonium, these results imply that host cytoplasmic ammonium concentrations will be lower in the presence of the homologous symbiont (*S. goreaui*) than in the heterologous situation. One interpretation of the observed activation of host GS in the symbiotic state is that decreasing cytoplasmic ammonium levels impose nutrient limitation on the symbiont, enabling the host to restrict *Symbiodinium* biomass (Davy et al., 2012; Matthews et al., 2017), but another is that the host must maintain low cytoplasmic ammonium levels to prevent collapse of the pH gradient across the symbiosome membrane (Miller and Yellowlees, 1989). Whatever its physiological role, at this stage it is not clear why GS expression is activated by the homologous but not a heterologous symbiont.

The observed upregulation of a homolog of the human Rh type C protein in the symbiotic state has a precedent in the symbiotic sea anemone *Aiptasia* (Lehnert et al., 2014), and may also be relevant to ammonia metabolism in corallimorpharians because the mammalian Rh proteins are ammonia channels. However, the algal Rh proteins are thought to be channels for CO_2_ rather than ammonium (Huang and Peng, 2005), and the cellular location of the cnidarian Rh protein is unknown, therefore its role in symbiosis is unclear.

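The contig annotated as ammonium transporter Rh type C (comp77093_c2_seq3) rose in Group C at both stages and in Group D at R2, with no comparable change in Group N. It went from 36.4 ± 5.68 CPM (SD, n = 3) at R1 to 87.7 ± 15.5 at R2 and 293 ± 19.5 at R3 in Group C, and from 46.0 ± 4.33 (SD, n = 4) to 174 ± 70.8 at R2 in Group D. Group N had 49.5 ± 13.2, 51.0 ± 4.69 and 52.5 ± 9.08 CPM at R1, R2 and R3 (SD, n = 3). The log2 fold change was 1.26 (standard error 0.27, adjusted p = 0.0289) and 2.99 (standard error 0.28, adjusted p = 6.25e-07) in Group C and 1.96 (standard error 0.24, adjusted p = 3.53e-05) in Group D at R2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Polyp C1 at R3 had 117 CPM and a log2 fold change of 1.32 (standard error 0.33, adjusted p = 0.132), and with all 4 Group D polyps at R3 it was 1.67 (adjusted p = 0.000232). The rise from R1 to R3 was larger in Group C than in Group N by 2.96 (standard error 0.38, adjusted p = 5.91e-05), and the difference from Group D was 1.68 (standard error 0.47, adjusted p = 0.636), by the same test.
The value in Group C at R2 did not pass with polyp as a block (adjusted p = 0.0595), nor did it without A1, A2, D2 or E1 (adjusted p up to 0.347).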

### Other metabolic aspects of the establishment of symbiosis

The transition from an aposymbiotic to a symbiotic state involves many metabolic adjustments beyond those documented above. Previous observation of well-fed aposymbiotic *Aiptasia* has revealed a metabolic shift from autotrophy to heterotrophy (Oakley et al., 2016). Prior to symbionts being introduced in our study, the corallimorpharians were essentially starved – to induce and maintain the aposymbiotic state, they were maintained in shaded ambient light in filtered seawater and were not fed. Consequently, the upregulation of some genes observed during the course of colonization may simply reflect the downregulation of catabolic processes. 

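Dimethylglycine dehydrogenase (DMGDH), an enzyme of choline breakdown, and isobutyryl-CoA dehydrogenase (ACAD8), an enzyme of valine breakdown, fell in Group C at R3 and in Group D at R2. DMGDH (comp82635_c0_seq1) went from 282 ± 71.8 CPM (SD, n = 4) at R1 to 63.4 ± 11.3 at R2 in Group D and from 368 (254.8 to 448, n = 3) at R1 to 151 ± 31.8 at R3 in Group C, and rose in Group N from 552 ± 147 (SD, n = 3) at R1 to 1338 ± 139 at R3. Its log2 fold change was -2.11 (standard error 0.26, adjusted p = 4.87e-05) in Group D at R2, -1.29 (standard error 0.29, adjusted p = 0.0115) in Group C at R3 and 1.22 (standard error 0.29, adjusted p = 0.00892) in Group N at R3. ACAD8 (comp75394_c0_seq24) fell by 1.79 (standard error 0.33, adjusted p = 0.00327) in Group D at R2 and by 1.9 (standard error 0.36, adjusted p = 0.0027) in Group C at R3.
In Group C at R2 the values were -0.24 for DMGDH and -0.21 for ACAD8, and in polyp C1 of Group D at R3 -1.57 and -2.15, none past the threshold. Both fell with all 4 Group D polyps at R3, by 1.22 (adjusted p = 0.00916) and 1.63 (adjusted p = 0.00918). From R1 to R3 the change of DMGDH was lower in Group C than in Group N by -2.52 (standard error 0.41, adjusted p = 0.000697) and that of ACAD8 by -2.41 (standard error 0.49, adjusted p = 0.00378). All adjusted p-values are from edgeR's quasi-likelihood test with the Benjamini-Hochberg method.
Leaving out polyp D2 ended the calls in Group C at R3 for DMGDH (-1.03, adjusted p = 0.0961) and ACAD8 (adjusted p = 0.126, with -1.25), and leaving out E1 ended that of DMGDH (adjusted p = 0.19). The call of ACAD8 was lost in Group D without C1 (adjusted p = 0.0889) and against Group N without D2 (adjusted p = 0.0923), and the rise of DMGDH in Group N without A1 (adjusted p = 0.131) or F2.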

Examples of this are dimethylglycine dehydrogenase (DMGDH), phenylalanine hydroxylase (PAH) and isobutyryl-CoA dehydrogenase (ACAD8) (Table 2).

### NGFR and NOS – indicators of coral health?

Nitric oxide (NO) is used as a signaling molecule across the animal kingdom, and diverse roles have been demonstrated in different cnidarians (Colasanti et al., 2010). Nitric oxide synthase (NOS) has been implicated in bleaching (the loss of symbionts) in several cnidarians, but the mechanism is unclear. It has been suggested that, in *Aiptasia*, nitric oxide production essentially serves as an ‘eviction notice’ to symbionts, NO potentially combining with superoxide generated under stress to produce peroxynitrite, which induces cell death and bleaching (Perez and Weis, 2006; but see Hawkins and Davy, 2013). It was initially unclear whether NO generated during bleaching is a product of the host or *Symbiodinium* (Perez and Weis, 2006; Trapido-Rosenthal et al., 2005), though it has more recently been shown that both partners can synthesize NO and that it plays an important signaling role in the bleaching cascade (Hawkins and Davy, 2012; Hawkins et al., 2013). 

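The contig annotated as nitric oxide synthase (NOS, comp17588_c0_seq1), the enzyme that makes nitric oxide from arginine, was lower in Group C at R3 than at R1. Its levels in Group C were 27.4, 256 and 60.8 CPM at R1 in polyps A2, D2 and E1, 21.1 ± 3.41 (SD, n = 3) at R2 and 18.8 ± 4.18 at R3. In Group D they were 44.8 ± 10.4 CPM (SD, n = 4) at R1, 13.4 ± 4.62 at R2 and 43.5 in polyp C1 at R3. The log2 fold change was -2.61 (standard error 0.61, adjusted p = 0.015) in Group C at R3 and -2.44 (standard error 0.61, adjusted p = 0.0723) at R2, and -1.68 (standard error 0.54, adjusted p = 0.162) at R2 and -0.07 (standard error 0.79, adjusted p = 0.992) at R3 in Group D, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With all 4 Group D polyps at R3 the value was 0.06 (adjusted p = 0.987). With DESeq2 NOS passed in Group C at R2 (adjusted p = 0.00814) and in Group D at R2 (adjusted p = 0.045).
The change differed between Groups C and D by -0.76 at R2 (standard error 0.79, adjusted p = 0.909) and by -2.54 at R3 (standard error 0.93, adjusted p = 1), neither past the threshold. It was lower in Group C than in Group N by -4.31 at R3 (standard error 0.85, adjusted p = 0.00312), where NOS of Group N went from 43.6 ± 26.0 CPM at R1 to 147 ± 34.0 at R3 (SD, n = 3; log2 fold change 1.7, adjusted p = 0.0668), by the same test.
The R1 library of polyp D2 held 2481 of the counts of NOS, and without that library the value in Group C at R3 was -1.27 (adjusted p = 0.165). With polyp as a block it was -2.24 (adjusted p = 0.0582), and without polyp E1 the adjusted p was 0.0871. The difference from Group N at R3 was -3.11 (adjusted p = 0.042) without polyp D2.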

In the present case, a nitric oxide synthase (NOS) that has high similarity to that of *Discosoma striata* (NCBI accession no. AAK61379) was downregulated throughout colonization in the C-treatment group but not in the D-treatment group (Table 2). In *Acropora,* NOS activity has been localized to the endoderm, which is also the location of the symbionts (Safavi-Hemami et al., 2010). During temperature-induced bleaching, elevated levels of NOS in corals and anemones are correlated with the upregulation of host caspase-like enzyme activity (Hawkins et al., 2013, 2014). The downregulation of this gene observed in corallimorpharians colonized by *S. goreaui* suggests that low NOS activity could be an indicator of coral health.

Members of the mammalian tumor necrosis factor (TNF) family were characterized based on their ability to induce apoptosis and in the context of immune responses (Pfeffer, 2003), and tumor necrosis factor receptor (NGFR) has been shown to mediate apoptosis in neural cells (Frade et al., 1996). The coral genome encodes a large number of TNF family members (Quistad et al., 2014), two of which were upregulated in response to heat stress in *Acropora hyacinthus* (Barshis et al., 2013), suggesting involvement in the regulation of apoptosis. Moreover, TNF 2, 6 and caspase-8 involved in apoptosis were suggested to play a role in signaling across the symbiosome and/or oxidative stress pathways in *Aiptasia* when colonized by heterologous symbionts (*S. trenchii*) (Matthews et al., 2017). In the present case, the downregulation of a homolog of NGFR 16 was observed in both reinfection groups, though not at the final sampling point for the *S. trenchii*-colonized animals (data not shown), which could be interpreted in terms of a requirement to suppress cell death processes during symbiosis (Dunn and Weis, 2009).

### Active nutrient allocation

In addition to the implied importance of glucose export and glycogen storage in symbiotic cnidarians, data from our infection study are also consistent with lipid and/or sterol translocation from symbiont to host (Davy et al., 2012; Hillyer et al., 2016, 2017; Kopp et al., 2015; Matthews et al., 2017; Rädecker et al., 2018). Annotated genes found to be upregulated during the establishment of symbiosis included some implicated in lipid/sterol translocation in other symbiotic cnidarians. These include NPC2 (however, in our study this gene was not significantly expressed during the late colonization stage of Group D) (Dani et al., 2014; 2017; Ganot et al., 2011; Kuo et al., 2010; Lehnert et al., 2014; Sproles et al., 2018preprint) and the lipid storage droplet surface-binding protein 2 (Lehnert et al., 2014) (Fig. 4).

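The lipid storage droplets surface-binding protein 2 (LSD2, comp80594_c0_seq1), a coat protein of lipid droplets, rose in both colonized groups at both stages. It went from 282 ± 58.4 CPM (SD, n = 3) at R1 to 776 ± 35.0 at R2 and 1392 ± 104 at R3 in Group C, from 437 ± 123 (SD, n = 4) to 1092 ± 297 at R2 and 1335 in polyp C1 at R3 in Group D, and had 324 ± 30.5, 435 ± 158 and 454 ± 51.1 CPM (SD, n = 3) in Group N. Its log2 fold change was 1.45 (standard error 0.26, adjusted p = 0.00798) and 2.29 (standard error 0.27, adjusted p = 1.09e-05) in Group C and 1.36 (standard error 0.22, adjusted p = 0.00111) and 1.59 (standard error 0.32, adjusted p = 0.0327) in Group D, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the 4 contigs of lipid handling in Fig. 4, the other members being the epidermal retinol dehydrogenase 2, the putative diacylglycerol O-acyltransferase and the short-chain dehydrogenase/reductase family 9C member 7, all 4 rose in each of the 4 comparisons, and 3 rose more from R1 to R3 in Group C than in Group N. The acyltransferase, of a family that makes triacylglycerol, had 16.6 ± 5.20 CPM at R1 and 177.5 ± 14.1 at R3 in Group C (SD, n = 3). NPC2, which the paper names beside LSD2, is not paired with a contig in the sources used here and was not analysed here.
LSD2 and the other 3 contigs did not pass in polyp C1 at R3 with polyp as a block (adjusted p = 0.999 for LSD2), and with all 4 Group D polyps at R3 LSD2 rose by 1.46 (adjusted p = 0.000944). Leaving out 1 polyp ended the call of LSD2 in Group C at R2 without A2, D2 or E1 (adjusted p up to 0.138) and in polyp C1 at R3 without A1, B2, D2, E1 or E2 (adjusted p up to 0.0728). In Group C at R2 the retinol dehydrogenase (adjusted p up to 0.0756) and the acyltransferase (up to 0.157) were lost without D2 or E1, and the short-chain dehydrogenase (up to 0.329) without A2, C1, C2, D2 or E1, and the retinol dehydrogenase was lost in polyp C1 at R3 without A1, E1, E2 or F1 (up to 0.0722).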

Four of these common differentially expressed genes in Groups C and D are membrane-bound proteins, some of which are transport proteins. In addition to the Rh type C (RHCG) protein discussed above, which is involved in transport of ammonium or possibly CO_2_, a Cl^−^/HCO_3_^−^ transport protein known as prestin (solute carrier family 26 member 5, SLC26A5) was upregulated in the symbiotic state. 

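Prestin (comp77373_c0_seq1), an anion transporter of the SLC26 family, showed the largest difference from Group N among the named transport proteins. It went from 39.4 ± 8.23 CPM (SD, n = 3) at R1 to 225 ± 157 at R2 and 1090 ± 103 at R3 in Group C and from 86.3 ± 16.6 (SD, n = 4) to 882 ± 247 at R2 in Group D, and had 24.1 ± 9.24, 8.10 ± 3.82 and 17.7 ± 11.1 CPM in Group N (SD, n = 3). The log2 fold change was 2.51 (standard error 0.50, adjusted p = 0.019) and 4.77 (standard error 0.55, adjusted p = 1e-05) in Group C and 3.40 (standard error 0.44, adjusted p = 7.22e-05) in Group D at R2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Polyp C1 at R3 had 537 CPM and a value of 2.61 (standard error 0.56, adjusted p = 0.0502), and with all 4 Group D polyps at R3 it was 2.75 (adjusted p = 0.000605). The change was larger than in Group N by 5.26 in Group C at R3 (standard error 0.71, adjusted p = 9.09e-05), by 4.15 in Group C at R2 (standard error 0.71, adjusted p = 0.0117) and by 5.05 in Group D at R2 (standard error 0.67, adjusted p = 0.000425), by the same test.
The other 4 contigs of Fig. 4 grouped here under membrane and transport, by their names alone, rose in each of the 4 comparisons of Groups C and D. They are the transmembrane protein-like contig, the solute carrier family 25 member 36, the cation transport regulator-like protein 1 and battenin. In Group N at R3 the solute carrier (1.2), the cation transport regulator-like protein 1 (1.77) and battenin (1.13) also rose. From R1 to R3 the solute carrier rose more in Group C than in Group N by 2.21. For the cation transport regulator-like protein 1 and battenin that difference did not pass. The transmembrane protein-like contig had 0.608 ± 0.237 CPM at R1 and 8.13 ± 0.588 at R3 in Group C (SD, n = 3), and rose more than in Group N by 3.89 (standard error 0.60, adjusted p = 0.000356).
Without polyp D2 or E1 prestin did not pass in Group C at R2 (adjusted p up to 0.307), and its difference from Group N there was lost with polyp as a block (3.90, adjusted p = 0.0595) and without A1, D2 or E1 (up to 0.155). With polyp as a block the transmembrane protein-like contig did not pass in Group C at R2 (adjusted p = 0.13), and none of these 4 contigs passed in polyp C1 at R3 (adjusted p of 0.437 to 0.891). All 4 were lost in Group C at R2 without A2, D2 or E1 (adjusted p up to 0.419), the transmembrane protein-like contig also without A1 or C1. Battenin was lost in Group D at R2 without C1 (adjusted p = 0.0685) and in polyp C1 at R3 without 7 of the 9 other polyps (up to 0.101), and there the cation transport regulator-like protein 1 (up to 0.125) was lost without 5 and the transmembrane protein-like contig (up to 0.0656) without 4.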

Prestin belongs to the sulfate permease (SulP) protein family, and like several other SLC26 proteins, it contains both sulfate transporter and STAS (Sulphate Transporter and Anti-Sigma factor antagonist) domains. Three SLC26 proteins (SLC26α, β, γ) have previously been identified in the coral *Stylophora pistillata*, but ubiquitous expression of SLC26β suggests that it does not function in symbiosis or calcification (Zoccola et al., 2015). Phylogenetic analyses indicate that prestin has a close relationship with SLC26β (Fig. S3). The fact that expression of this potential HCO_3_^−^ transporter is upregulated during colonization by *Symbiodinium* suggests a role in symbiosis that deserves further exploration.

### Conclusions

Transcriptomic analyses demonstrated that the expression of genes related to the glycogen biosynthetic pathway was higher in hosts containing *S. goreaui* than those containing *S. trenchii*, implying that in the *Ricordea* association *S. goreaui* may translocate more photosynthetically-fixed carbon to the host than *S. trenchii*. The two *Symbiodinium* species also differed with respect to impact on host pathways of ammonium assimilation, with only *S. goreaui* causing upregulation of the high-affinity ammonium assimilation enzyme, glutamine synthase. These results are consistent with previous studies that have shown that symbioses with different *Symbiodinium* taxa are not functionally equivalent (DeSalvo et al., 2010; Loram et al., 2007; Matthews et al., 2017).

A number of previous studies imply the importance of optimal nutritional exchange for optimal performance of cnidarian-*Symbiodinium* associations. For example, although association with an ITS clade D symbiont could increase the thermal tolerance of the *Acropora tenuis* holobiont (Berkelmans and van Oppen, 2006), this was at the ‘cost’ of a negative impact on host growth rate (Little et al., 2004; Jones and Berkelmans, 2010). In the present experiment, several of the *Ricordea* individuals originally infected with *S. trenchii* had largely reverted back to the ‘native’ *S. goreaui* at the final time point (Table S2; note that data for these individuals at that time point were excluded from the transcriptomic analysis), implying optimal performance of the native association and host involvement in symbiont selection (Smith et al., 2017; Stat et al., 2009). However, the mechanism(s) by which cnidarian hosts might select optimal symbionts are unknown.

## MATERIALS AND METHODS

### Sample collection

*Ricordea yuma* polyps originally collected from the Great Barrier Reef (18°25′35.20″S, 146°41′10.91″E) were maintained at Reef HQ aquaria (Townsville, Australia) for several years prior to the start of the work described here. On 23 August 2012, 12 polyps of *Ricordea* were transferred to MARFU at James Cook University and, within 1 h of dispatch, were placed in a 1000 l tank that received a constant flow of seawater (3000 l h^−1^) at an average water temperature of 26.15±0.016°C (as recorded by HOBO Light/Temperature Data Loggers, Onset Corp.). All the samples were exposed to the same shaded ambient light condition. Prior to the experiment, six samples were split to produce six pairs of genetically identical samples. After 2 months, the split samples had fully recovered, resulting in complete polyps with similar diameters (Fig. S1). The remaining six *Ricordea* polyps were used to construct the reference transcriptome (described below).

### *Symbiodinium* isolation, identification and cell size measurement

Prior to the experiment, *Symbiodinium* genotyping was conducted on the corallimorpharians available to us. *Symbiodinium goreaui* (ITS2 type C1) and *S. trenchii* (ITS2 type D1a) were isolated from *R. yuma* and another tropical corallimorpharian, *Rhodactis indosinensis,* respectively. This survey indicated that these two corallimorphs host specific *Symbiodinium* species. Because antibiotic treatment may act as a selective force during *Symbiodinium* culturing (Santos et al., 2001), and it has been suggested that the stress susceptibilities of *Symbiodinium in hospite* differ from those of freshly isolated cells (Bhagooli and Hidaka, 2003), in the present experiment, freshly isolated *Symbiodinium* strains were used for the inoculation. During the isolation process, tissue samples (4–6 tentacles) were ground with a micro sample pestle and 2 ml tube. Once homogenized, the tissue slurry was transferred to a 15 ml Falcon tube, 8 ml 1-micron filtered seawater (FSW) were added, and the sample was vortexed thoroughly and centrifuged at 860× ***g*** for 3 min. The supernatant containing corallimorpharian tissue was discarded. The process was repeated at least four times by resuspension in 8 ml FSW followed by centrifugation (860× ***g*** for 3 min) to pellet the algal symbionts. The algal pellet was re-suspended in 2 ml FSW for later use. Isolated *Symbiodinium* cells were counted with a hemacytometer and diluted to approximately 800 cells ml^−1^ (FSW) before being used for inoculation.

*Ricordea* tissue specimens were cut and preserved in 70% ethanol for genomic DNA extraction following the method of Chen and Yu (2000). For the identification of symbionts present in tissue samples, Polymerase Chain Reaction (PCR) was used to amplify the internal transcribed spacer 2 region (ITS2) with the modified primers ‪ITSintfor2 5′-GAATTGCAGAACTCCGTG-3′ and ITSrev 5′-GGGATCCATATGCTTAAGTTCAGCGGGT-3′ (LaJeunesse and Trench, 2000). Following the supplier's (MyTaq; Bioline, Australia) recommended protocol, samples were denatured for 1 min at 95°C, and then subjected to 30 PCR cycles of 15 s at 95°C, 15 s at 50°C, and 10 s at 72°C. The PCR products were directly sequenced, and then assembled using DNAStar (Lasergene, USA) for *Symbiodinium* typing, which was conducted before the menthol treatment and after the *Symbiodinium* reinfection for all samples.

In order to measure the sizes of the two *Symbiodinium* species used here, measurements of two diameters of a cell intersect at right angles to one another were made for each of more than 400 individual cells, using the CellSens software (Olympus, Japan) in conjunction with an Olympus XB53 microscope.

### Chlorophyll fluorescence measurement

To measure the chlorophyll fluorescence yield of the symbiotic corallimorpharians, maximum chlorophyll fluorescence (*F*_m_) (Maxwell and Johnson, 2000) was measured using a mini PAM fluorometer (Walz, Germany) by applying the saturation pulse in the presence of measuring light. For the measurement of *F*_m_, the mini PAM fiberoptic probe was positioned close (<20 mm) to the corallimorpharian in order to standardize the intensity of the measuring light and saturation pulse. The settings used for each measurement (three measurements per sample per time point) were: suppression of unavoidable background signal (AUTO-ZERO), detection of the photosynthetic active radiation (PAR), saturation pulse intensity (12), electronic signal gain (8), and intensity of measuring light (7).

### Bleaching treatment

To achieve bleaching, samples were incubated in menthol as described in Wang et al. (2012) for 11 days, after which the samples were very pale. The menthol/FSW was prepared by diluting a 20% (w/v) menthol stock with FSW and was used to bleach *Ricordea* at concentration of 0.58 mM. The treatment duration was 8 h, after which samples were allowed to recover for 16 h in fresh FSW, before again changing the FSW. With three replicates of each measurement on the polyp surface (note that *Ricordea* polyps have flat faces), the maximum chlorophyll fluorescence measured by a mini PAM fluorometer (Walz, Germany) was used to indicate the symbiotic state of the samples. Although *Fm*=0 typically indicated a bleached state, very low fluorescence values could still sometimes be detected in apparently bleached specimens (*F*_m_≤15), possibly due the presence of a residual symbiont population at very low density. Samples were used for experiments following maintenance in the absence of menthol for 7 days.

### Inoculation of *Symbiodinium* into the host

Bleached *Ricordea* specimens were separately inoculated with the homologous (*Symbiodinium goreaui*; ITS type C1) or heterologous (predomoinantly *S. trenchii*; ITS2 type D1a), and are henceforth referred to as Groups C and D respectively. As controls, bleached specimens were maintained without *Symbiodinium* inoculation (Group N). From 14 September 2013 to 24 April 2014, all samples were kept at a depth of 12 cm in three aquaria (each with four polyps), with a 300 l h^−1^ flow rate, and consistent temperature of 26°C and ambient light (Fig. 1A). The inoculation process consisted of injecting 1 ml aliquots of the algal suspension (∼800 cells ml^−1^) into the mouth of each polyp at 3–4 day intervals, always at 17:00 h. The water in each tank was changed before the next inoculation, and the water in the control aquarium was changed on the same days as the experimental aquaria. During the course of the experiment, two individuals were lost (one from the control tank and one from Group C) probably because of the weakness of samples after the bleaching stress, thus, at the end of the experiment was complete, a total of 10 samples were available for analysis.

### Reference transcriptome samples

The reference transcriptome was constructed from six different individuals, under a range of treatments, giving rise to nine individual samples, as summarized in Table S1. *Ricordea* has the ability to regenerate new polyps from fragments within two months, and frequently reproduces asexually by marginal budding (Lin et al., 2013). To increase the range of transcriptional states sampled, one polyp (sample V) was bisected, and an individual produced by marginal budding also sampled (sample I). Dark bleached samples were from polyps that had been maintained in the dark for 3 months under the same water flow and temperature conditions as the other treatments (*Fm*=0). After 8–11 days, menthol-treated *Ricordea* became bleached with PSII activity of *Fm*<180.

### Tissue sampling and RNA extraction

Tissues samples (∼300 mg) for RNA extraction were taken from tentacles with sterile scissors at three time points during the colonization process, and colonization stage determined by the value of *Fm* (Hill et al., 2004; Fig. 1B). These stages were: R1, the first sign of colonization; R2, the point at which the symbionts appeared to be evenly distributed in each polyp; and R3, the point at which full colonization was reached (Fig. S1)*.* Tissues samples were immediately snap-frozen in liquid nitrogen and suspended in Trizol for RNA extraction. Total RNA was extracted using the TRI Reagent (Ambion) protocol, which is based on the Chomczynski and Sacchi (1987) method, and then dissolved in RNase-free water. RNA quality and quantity were assessed using a NanoDrop ND-1000 spectrometer and denaturing gel electrophoresis, using standard methods (Sambrook and Russell, 2001). In order to minimize circadian effects on gene expression, sampling was performed at 08:00 h (about 2–2.5 h after sunrise) in all cases (as suggested in Ganot et al., 2011).

### cDNA library development, sequencing and transcriptome assembly

cDNA libraries were generated using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina RNAseq (New England BioLabs, Inc., USA). To generate the reference transcriptome, a total of 769M raw reads were obtained using the Illumina HiSeq2000 sequencing platform. One of the *Ricordea* (symbiotic) libraries was deeply sequenced (a full lane of 100 bp PE reads), the remaining nine samples spread across a further two lanes, and 100 bp single-end (SE) data collected. For the experimental reinfection samples, libraries were sequenced by the use of two lanes (100 bp PE reads). The libngs program (https://github.com/sylvainforet/libngs) was used for quality trimming. After removal of data with quality scores lower than 30 or shorter than 70 bases, a total of 214M reads remained, from which the reference transcriptome was assembled using Trinity (Haas et al., 2013). Symbiont and host sequences were separated and predicted proteins annotated as described in Lin et al. (2017). The *Ricordea* reference transcriptome has 94,579 contigs with a mean size of 1175 bases and N50 of 1679 bases (NCBI BioProject: PRJNA313487).

### Differential expression analysis

Read data from experimental reinfection samples were mapped to the reference transcriptome using the Bowtie v2.1.0 software (Langmead and Salzberg, 2012). Differential gene expression was inferred by mapping counts using the EdgeR package (Robinson et al., 2010) with an expression level cutoff of 5 counts in more than 10 samples and the GLM approach. An MDS plot was used to investigate the relative similarities of the samples (Fig. 2). For gene ontology analyses, GOseq v1.16.1 (Young et al., 2010) was employed, with a differential expression threshold of FDR<0.05.

### Sequence analysis and function prediction

To investigate the potential functions of genes that have no clear homolog in the NR database, PROSCAN (Combet et al., 2000) was used to scan for protein signatures and functional prediction. Conserved domain searching was based on the CDD search tool at the NCBI conserved domain database (Marchler-Bauer et al., 2015). The TargetP 1.1 (Emanuelsson et al., 2000) and TMHMM v. 2.0 (Krogh et al., 2001) servers were used to predict intracellular location and scan for transmembrane domains, respectively.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

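RNA of tentacle tissue from 10 polyps of Ricordea yuma was sequenced at R1 (day 0), R2 (day 72) and R3 (day 120). Group C (3 polyps) had been inoculated with S. goreaui, Group D (4 polyps) with a preparation mostly of S. trenchii, and Group N (3 polyps) with neither. The 10 polyps come from 6 clones, 4 of which were divided between groups. Every group had its own aquarium, so that no comparison of groups can be parted from the aquarium. Conditions were taken from the deposited sample labels and from the article, and no library was assigned from its values. The 30 libraries make up 10 combinations of group, stage and symbiont, because the R3 libraries of the Group D polyps B2, E2 and F1, which the authors left out since S. goreaui predominated in them, were kept as a condition of their own. The article does not name those 3 samples in its text, and they were identified as the Group D samples absent from Fig. 2 at R3. Fig. 2 does print the label 2-2, the article's name for B2, but in the colour of Group C. It was read as polyp A2 (1-2 in the article), the polyp that the sample labels place in Group C.
The authors trimmed the reads by quality, mapped them with Bowtie2 2.1.0 to a transcriptome assembled with Trinity and deposited a table of whole counts per contig and library. The counts are not normalized. The program that counted them, its strand setting and its treatment of reads that map to several contigs are not given in the sources used here. No contig of the table was without a count, and the number of columns not used was 0. Counts within a group varied by more than sampling noise, with a chi-square per degree of freedom of 3.48 to 64.98 over 33 pairs of replicates. Library totals ran from 1793077 to 15567031 counts, which limits how small a change can be seen in the smaller libraries.
Contigs with at least 5 counts in more than 10 of the 27 libraries of the article's analysis were tested, the filter the article gives, which left 29652. Factors were computed by TMM, dispersions were estimated and changes were tested with edgeR 4.0.16 under R 4.3.3 by its quasi-likelihood test (robust), in 1 fit with 9 condition means and 18 residual degrees of freedom. A second fit over all 30 libraries had 10 means and tested 30039 contigs. The p-values were adjusted by the Benjamini-Hochberg method over all contigs tested, with a threshold of 0.05. Standard errors of a log2 fold change were taken as its size divided by the square root of the F statistic. Stages were compared with R1 within each group, Groups C and D with each other at each stage, and the difference between groups in a change was tested as an interaction. Group D at R3 in the 27 libraries is polyp C1 alone, so its error comes from the spread of the other conditions. Distances between libraries were leading log2 fold changes over 500 contigs per pair (CPM on the log2 scale with a prior count of 2, from limma 3.58.1), and groups were compared at each stage by a one-sided exact permutation test of the pseudo-F.
The test was tried on simulated data first, with counts drawn from the means and library totals of the file and 200 contigs changed. Of contigs changed 2-fold, 4-fold and 8-fold, the quasi-likelihood test recovered 14.9%, 50.7% and 75.8% for Group C at R3 and 2.99%, 28.4% and 60.6% for the single polyp of Group D at R3, over 29652 contigs. In a simulated comparison of Group N at R3 with no change it called 0 contigs, and the likelihood ratio test called 6. Unchanged contigs made up 3 of its 97 calls in Group C at R3 and 7 of its 117 in Group D at R2. For the likelihood ratio test they made up 19 of 132 and 29 of 154. The simulation drew each contig by itself and holds no structure shared over the contigs of a library.
Each polyp was sampled at all stages, so that samples of a polyp are paired by design. The deviations of same-polyp libraries from their condition means had a median correlation of 0.026 (-0.587 to 0.46 over 22 pairs), against -0.026 over 48 pairs of different polyps. A fit with polyp as a block was an alternative set before the data were examined, and its values are given where they change a call.
The contigs chosen for the text were those for which a figure or table of the article prints both an identifier and a name, 22 of Fig. 4, glutamine synthetase of Table 1 and 10 of Table 2, of which 1 is not reported here by itself, whether or not they passed, and 4 unnamed contigs, the 2 that rose and the 2 that fell most in Group C at R3 among contigs past the threshold with a mean log2 CPM of at least 2 and no overlap between stages. The values of Tables 1 and 2 had been seen when this rule was written. Gene ontology terms were not analysed here, since the sources used here pair only these contigs with names, and for the same reason no markers of cell types were set.
The alternatives set before the data were examined were RLE factors, DESeq2 1.42.0, the likelihood ratio test of edgeR, no filter, the default filterByExpr filter, counts summed per subcomponent of the assembly, all 30 libraries, fits with only the samples compared, blocks by polyp or clone, a fold change of at least 2, and each polyp left out with all its stages. Another 6 were chosen after seeing the data, namely TMM from all contigs with either test, the R1 library of polyp D2 or the R2 library of polyp E2 left out, counts thinned to 1793077 per library, and the share of counts in the 10 most abundant contigs as a covariate.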

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

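The depth, starting level and symbiont at R3 tests in this part were chosen only after the result was seen.
The change from R1 to R2 differed between Groups C and D in 8 contigs, between Groups C and N in 48 and between Groups D and N in 193, and the change from R1 to R3 differed between Groups C and D in 2 contigs and between Groups C and N in 1212, by edgeR's interaction test. Of contigs that passed in both Group C and Group N at R3, 46 changed in opposite directions and 156 in the same direction. Of the 46, 34 rose in Group C and fell in Group N and 12 the reverse, where independent lists would share 30.4 and 21.6, so that the number is not above that of independent lists. Of the 156, 68 rose and 88 fell in both groups, where independent lists would share 24.8 and 26.4. The change of dimethylglycine dehydrogenase (comp82635_c0_seq1) by R3 was lower in Group C than in Group N by -2.52 on the log2 scale, and that of alternative oxidase (comp74790_c0_seq3) by -5.75 (-3.42 without polyp D2). Among the contigs of Fig. 4, the change differed for 1 between Groups C and D at R2, 3 between Groups C and N at R2, 11 between Groups D and N at R2 and 17 between Groups C and N at R3.
Among 78 groups of 4 libraries that could be tested, 3 held a library far from the others, and chance alone gives about 1 in 20. Epidermal retinol dehydrogenase 2 (comp66887_c0_seq1) in polyp E2 of Group D at R1 had 127 CPM, comp66978_c0_seq1 in polyp B2 of Group D at R1 had 1.26 CPM, and the share of counts in the 10 most abundant contigs was 11.9% in polyp B2 of Group D at R2.
In data the article did not analyse, 368 contigs changed between R1 and R3 in the Group D polyps B2, E2 and F1, in which S. goreaui predominated. Of unnamed contigs, comp66978_c0_seq1 (log2 fold change 7.82) and comp30547_c0_seq1 (7.4) rose and comp67681_c0_seq4 (-5.48) and comp23866_c0_seq1 (-4.86) fell in Group C at R3. In Group C, 181 contigs had at most 3 counts over the R1 libraries of Groups C and N and were present in every R3 library.
By R3 the estimates of 21 of the 22 Fig. 4 contigs changed less, in either direction, in Group D, which is polyp C1 alone, than in Group C (median difference 1.14), and 0 of these differences passed over all contigs (11 over the list alone, which the study chose on these samples). Group C lay below Group D at R1 by a median of -0.92, and differed from polyp C1 at R3 by a median of 0.18. Both gaps make up the difference of changes by construction, so that most of it lies at R1. Against Group N at R1 the medians were 0.95 for Group D and -0.16 for Group C, with 0 of the 22 passed in either over all contigs. Adjusted over the list alone, 14 were higher and 1 lower in Group D than in Group N, and 0 differed between Groups C and N. R1 was the first sign of colonization, so an early response to the symbiont cannot be told apart from a level set before it. A higher starting level of Group D, of either origin, remains open. The symbiont carried at R3 cannot be told apart from it, since the change of the Group D polyps with mostly S. goreaui at R3, smaller than that of Group C by a median of -1.25 (-1.3, -1.52 and -1.08 without B2, E2 and F1), is measured from the same R1 libraries, and at R3 itself they lay below Group C by a median of -0.39 with 0 contigs passed. The symbiont first inoculated stays open and was not tested apart from the starting level, and it cannot be told apart from the aquarium, which differed between groups.
Group N, which was not inoculated, had the most contigs changed at R3 (2726, against 1123 in Group C), but the order turned without polyp A1 (551 against 987) and without F2 (1266 against 1288). Library composition cannot be told apart from other causes, since with the share of the 10 most abundant contigs as a covariate the ratio to Group C was 1.69 but 0.728 without A1, nor can depth, since after thinning it was 1.96 but 0.462 without A1. A biological response of Group N over time stays open and was not tested.
In Group D at R2 the count without polyp B2 was 2.93 times that with it under the same covariate (2943 against 1004). The first axis of all libraries, 26.5% of the variance, followed that share (Pearson's r = -0.82, permutation p = 1e-05, Spearman's rho = -0.88, permutation p = 1e-05, r = -0.89 without the 2 farthest libraries), over 27 libraries that include 2 or 3 stages of each polyp. It also followed the total count on the log10 scale (Pearson's r = 0.72, permutation p = 5e-05, Spearman's rho = 0.65), and the axis after thinning had r = 0.995 with it.
The authors separated symbiont from host sequences of the reference, and how fully was not tested here. Contigs of the symbiont left in it could explain the 181 contigs absent at R1. In libraries not used to choose them their summed level was 210 to 617 CPM in Group C at R2, 7.14 to 18.7 in Group D at R1, 24.4 (B2), 44.5 (C1), 320 (E2) and 313 (F1) in Group D at R2, 91.6 to 220 in the Group D polyps with mostly S. goreaui at R3, 29.2 in polyp C1 at R3, 0.193 to 8.27 in Group N at R2 and 36.8 (A1), 8.64 (C2) and 153 (F2) in Group N at R3. One source with unchanged expression would keep its contigs in one ratio, and the chi-square per degree of freedom was 2.27, against a 5th percentile of 1.82 and a median of 2.03 over 1000 matched sets, but Groups C and D received different symbionts, so that a single ratio is not required. The explanation therefore cannot be told apart from contigs of the host that respond to the symbiont, and the set was found from these data.
Other splits of the same libraries into groups of the same sizes were counted. Chance could be excluded for the Group D polyps with mostly S. goreaui at R3 (368 contigs, highest other split 18, 1 of 35 splits as large) under splits that exchange libraries freely between polyps, while swaps only within the 3 polyps sampled at both stages make 8 arrangements and allow no share under 0.05. That count was 139 with polyp as a block and 55 without F1. It was not excluded in Group D at R2 (358, highest other 4728, 2 of 35), nor for Groups C and D at R1 (8, highest other 12, 2 of 35) and R2 (254, highest other 3104, 3 of 35), nor for the differences of changes at R2 between Groups C and D (8, highest other 2651, 3 of 35) and Groups D and N (193, highest other 11510, 6 of 35). The split with 4728 contigs sets the R2 library of B2 with the R1 libraries of C1, E2 and F1, and follows the share of the most abundant contigs, and such counts point to a structure of the libraries other than the groups. With polyp as a block the count of Group D at R2 was 218. With 10 splits no share under 0.05 is possible, and 1 of 10 splits, the real one, was as large for Group C at R2 (162, highest other 0) and R3 (1123, highest other 0), Group N at R2 (187, highest other 0) and R3 (2726, highest other 0), and the differences between Groups C and N at R2 (48, highest other 8) and R3 (1212, highest other 0), while for those Group D polyps against Group C at R3 all 10 gave 0.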

How the results depend on the processing

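The 6 alternatives of the last paragraph were chosen only after the data were seen. Of 370 pairs of a named contig and a comparison, 144 passed the threshold. Over the alternatives set before the data were examined, apart from polyps left out, their values kept the direction and passed again in 1344 cases and no longer passed in 96, and over polyps left out in 1204 and 220, with 0 changes of direction in either. Counts summed per subcomponent are those per contig, since each subcomponent of the table holds 1 contig, so that this alternative could lose no call. The alternative at a fold change of at least 2 uses the values of the main fit and could not change a direction. Both are in the cases counted above, which pool unlike settings and do not show how far the calls hold under any single one. Counts of contigs moved more with the test and with the polyps included than with the normalization. Without polyp C1, Group D has no library at R3 and its comparisons at R3 could not be made, and where a polyp left out leaves 1 library in a group, that library is assumed to vary like the other groups. The cause of the changes below was not tested, apart from settings with fewer samples. Depth limits the smaller libraries, and thinning all libraries to 1793077 counts lowered most counts of contigs. Blocking by polyp ended the calls given with each result, and also those of comp52813_c0_seq2 for the difference of changes between Groups C and D at R2 (2.84, adjusted p = 0.106 from edgeR), 10-formyltetrahydrofolate dehydrogenase between Groups C and N at R3 (-1.53, adjusted p = 0.0746), and in Group C of alpha-aminoadipic semialdehyde dehydrogenase at R3 (-0.91, adjusted p = 0.0558) and alternative oxidase at R2 (-2.72, adjusted p = 0.149) and R3 (-2.37, adjusted p = 0.0762). For the differences from Group N at R2 it also ended the call of alternative oxidase in Group C (-5.88, adjusted p = 0.0595).
With DESeq2 the counts were 345 in Group C at R2, 691 in Group D at R2, 142 in polyp C1 at R3, 517 in Group N at R2, 68 between Groups C and D at R1, 834 between Groups C and D at R2, 3 between Groups C and D at R3, 58 for the C to D difference of changes at R2, 174 for the C to N difference at R2, 468 for the D to N difference at R2, 27 for the C to D difference at R3, 638 in the excluded Group D polyps at R3, 14 between those polyps and Group C at R3 and 27 in all 4 comparisons. With the likelihood ratio test the counts were 330 in Group C at R2, 1697 in Group C at R3, 555 in Group D at R2, 158 in polyp C1 at R3, 553 in Group N at R2, 70 between Groups C and D at R1, 594 between Groups C and D at R2, 1 between Groups C and D at R3, 49 for the C to D difference of changes at R2, 183 for the C to N difference at R2, 485 for the D to N difference at R2, 25 for the C to D difference at R3, 645 in the excluded Group D polyps at R3, 11 between those polyps and Group C at R3 and 24 in all 4 comparisons. With no filter the counts were 254 in Group C at R2, 3 between Groups C and D at R3, 3 for the C to D difference of changes at R2, 218 in the excluded Group D polyps at R3 and 11 between those polyps and Group C at R3. With filterByExpr the counts were 292 in Group C at R2, 3 between Groups C and D at R3, 5 for the C to D difference of changes at R2 and 5 between those polyps and Group C at R3. In fits with only the samples compared the counts were 69 in Group C at R2, 176 in Group D at R2, 25 in polyp C1 at R3, 0 in Group N at R2, 6156 in Group N at R3, 0 between Groups C and D at R1, 14 between Groups C and D at R2, 81 between Groups C and D at R3, 0 for the C to D difference of changes at R2, 2 for the C to N difference at R2, 74 for the D to N difference at R2, 7 for the C to D difference at R3, 1870 for the C to N difference at R3, 236 in the excluded Group D polyps at R3 and 0 in all 4 comparisons. With polyp as a replicate block the counts were 97 in Group C at R2, 661 in Group C at R3, 218 in Group D at R2, 1 in polyp C1 at R3, 74 in Group N at R2, 0 for the C to D difference of changes at R2, 0 for the C to N difference at R2, 80 for the D to N difference at R2, 1 for the C to D difference at R3, 139 in the excluded Group D polyps at R3 and 1 in all 4 comparisons. Over all 30 samples the counts were 424 in Group D at R3 (4 polyps), 21 between Groups C and D at R1, 14 for the C to D difference of changes at R2, 10 for the C to D difference at R3 and 39 in all 4 comparisons. With clone as a replicate block the counts were 0 between Groups C and D at R1 and 24 between Groups C and D at R2. At an adjusted p under 0.01 the count in all 4 comparisons was 2. With 10 times as many contigs per pair the pseudo-F was 1.30 at R1 and 1.65 at R2 (exact permutation p = 0.153 and 0.0605). The number of glycogen enzymes matched by printed values was 3 at a tolerance of 0.1 and 4 with no filter.
Leaving out each polyp with all its stages (leave-one-out) gave counts from 0 (without E1) to 209 (without B2) in Group C at R2, from 279 (without E1) to 1486 (without B2) in Group C at R3, from 93 (without C1) to 2967 (without B2) in Group D at R2, from 19 (without E1) to 69 (without F2) in polyp C1 at R3, from 2 (without A1) to 1665 (without F2) in Group N at R2, from 551 (without A1) to 3638 (without B2) in Group N at R3, from 0 (without C1) to 37 (without A2) between Groups C and D at R1, from 63 (without A2) to 2459 (without B2) between Groups C and D at R2, 0 between Groups C and D at R3 throughout, from 0 (without A2) to 329 (without B2) for the C to D difference of changes at R2, from 0 (without A1) to 82 (without F2) for the C to N difference at R2, from 29 (without A1) to 2777 (without B2) for the D to N difference at R2, from 0 (without A2) to 4 (without E2) for the C to D difference at R3, from 525 (without A1) to 1398 (without B2) for the C to N difference at R3, from 55 (without F1) to 386 (without F2) in the excluded Group D polyps at R3, from 0 (without A1) to 11 (without B2) between those polyps and Group C at R3 and from 0 (without D2) to 17 (without F2) in all 4 comparisons. These counts moved by more than 1.5 times without the polyps named here, in Group C at R2 (A2, D2, E1), in Group C at R3 (A2, D2, E1), in Group D at R2 (B2, C1, E2, F1), in polyp C1 at R3 (A1, E1, E2, F1), in Group N at R2 (A1, B2, C1, C2, E1, F2), in Group N at R3 (A1, C2, F2), between Groups C and D at R1 (A2, B2, C1, D2, E2, F1), between Groups C and D at R2 (A2, B2, C1, C2, D2, E1, E2, F1), for the C to D difference of changes at R2 (A1, A2, B2, C1, C2, D2, E1, E2, F1), for the C to N difference at R2 (A1, D2, E1, F2), for the D to N difference at R2 (A1, B2, C1, C2, E2, F1, F2), for the C to D difference at R3 (A1, A2, C2, E1, E2, F1), for the C to N difference at R3 (A1, A2, D2, E1), in the excluded Group D polyps at R3 (C1, E1, E2, F1), between those polyps and Group C at R3 (A2, B2, C1, D2) and in all 4 comparisons (A1, A2, B2, D2, E1, E2, F1). The pseudo-F ran from 1.48 (without F1) to 2.02 (without A2) at R1, from 1.78 (without A1) to 2.68 (without F2) at R2 and from 3.96 (without A1) to 8.98 (without C1) at R3, where without C1 its exact permutation p was 0.1, the smallest that 20 arrangements allow. The common coefficient of variation ran from 0.267 (without F2) to 0.303 (without E1). The ratio of distances between clone mates and other pairs at R1, 0.984 over all polyps, ran from 0.956 (without C1) to 1.003 (without F1 or F2), where its direction turned.
With TMM from all contigs and the likelihood ratio test the counts were 326 in Group C at R2, 153 in polyp C1 at R3, 529 in Group N at R2, 61 between Groups C and D at R1, 519 between Groups C and D at R2, 3 between Groups C and D at R3, 42 for the C to D difference of changes at R2, 174 for the C to N difference at R2, 451 for the D to N difference at R2, 28 for the C to D difference at R3, 633 in the excluded Group D polyps at R3, 11 between those polyps and Group C at R3 and 22 in all 4 comparisons. Without the R1 library of D2 the counts were 22 in Group C at R2, 3 between Groups C and D at R1, 4 for the C to N difference at R2, 805 for the C to N difference at R3, 1 between those polyps and Group C at R3 and 6 in all 4 comparisons. With the top 10 share as a covariate the counts were 908 in Group C at R2, 2604 in Group C at R3, 1004 in Group D at R2, 163 in polyp C1 at R3, 443 in Group N at R2, 4388 in Group N at R3, 60 between Groups C and D at R1, 2136 between Groups C and D at R2, 85 for the C to D difference of changes at R2, 107 for the C to N difference at R2, 352 for the D to N difference at R2, 14 for the C to D difference at R3, 3271 for the C to N difference at R3, 1615 in the excluded Group D polyps at R3, 4 between those polyps and Group C at R3 and 35 in all 4 comparisons. With thinned counts the counts were 68 in Group C at R2, 636 in Group C at R3, 21 in polyp C1 at R3, 89 in Group N at R2, 1247 in Group N at R3, 5 between Groups C and D at R1, 2 for the C to D difference of changes at R2, 25 for the C to N difference at R2, 108 for the D to N difference at R2, 1 for the C to D difference at R3, 634 for the C to N difference at R3, 116 in the excluded Group D polyps at R3, 1 between those polyps and Group C at R3 and 6 in all 4 comparisons. Without the R2 library of E2 the counts were 230 in Group D at R2, 117 between Groups C and D at R2, 3 for the C to D difference of changes at R2, 107 for the D to N difference at R2 and 1 for the C to D difference at R3. With TMM from all contigs the counts were 5 for the C to D difference of changes at R2 and 9 in all 4 comparisons.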

Differences from the paper's values

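The settings with TMM from all contigs or with the share of the 10 most abundant contigs as a covariate were chosen only after the values were seen. Counts of contigs are at an adjusted p under 0.05, as in the article. The caption of Fig. 3 places its numbers above and below lines of a 2-fold change, so they may leave out smaller changes. The counts set against them here have no such limit. At that limit they were 100 higher and 56 lower in Group C at R2, 83 lower in Group D at R2, and 102 higher and 81 lower in Group N at R2.
For contigs higher in Group C at R2 the paper's value is about 190 in Fig. 3, read by eye, against 105. DESeq2 (221), the likelihood ratio test (202), no filter (203), filterByExpr (221) and leaving out polyp B2 (139) come within 1.5 times of it, and the other alternatives set before the data were examined do not. For contigs lower the paper's value is about 110 in Fig. 3, read by eye, against 57, and of the alternatives set before the data were examined DESeq2 (124) and the likelihood ratio test (128) come within 1.5 times. For contigs lower in Group D at R2 it is about 160 in Fig. 3, read by eye, against 96, and DESeq2 (159) and the likelihood ratio test (157) come within it, others do not.
For Group D at R3 the paper's values are about 100 higher and about 32 lower in Fig. 3, read by eye, against 40 and 9. For contigs higher, DESeq2 (70) and the likelihood ratio test (108) come within 1.5 times, and for contigs lower no alternative set before the data were examined does (72 with DESeq2 and 50 with the likelihood ratio test). For Group N at R2 they are about 290 higher and about 220 lower in Fig. 3, read by eye, against 104 and 83. DESeq2 (300.0 higher and 217 lower) and the likelihood ratio test (256 and 297) come within 1.5 times for both, leaving out F2 (315) for contigs higher, and the other alternatives set before the data were examined do not.
The paper gives 22 contigs as changed in all of its treatment groups, 17 of them in Groups C and D only. Read here, by a choice the paper does not state, as contigs changed in all 4 comparisons of Groups C and D, the number was 14. RLE factors (15), DESeq2 (27), the likelihood ratio test (24) and leaving out F2 (17) come within 1.5 times of 22, and the other alternatives set before the data were examined do not. The 17 were likewise read as contigs that also changed in neither comparison of Group N, against 10. DESeq2 (17), the likelihood ratio test (17), all 30 samples (24) and leaving out F2 (14) come within 1.5 times of 17. The other ones set before the data were examined do not. Of the 22 contigs of Fig. 4 themselves, 17 passed in neither comparison of Group N, as many as the paper gives. TMM from all contigs with the likelihood ratio test, chosen after the values were seen, gave 22 and 17, with 21 of the 22 contigs of Fig. 4, so that it drops 1 of them. The same setting gave 214 higher and 112 lower contigs in Group C at R2, 172 lower in Group D at R2, 110 higher and 43 lower in Group D at R3, and 300.0 higher and 229 lower in Group N at R2. The covariate, also chosen after the values were seen, gave 110 contigs higher in Group D at R3, 195 higher and 248 lower in Group N at R2, and 22 in all 4 comparisons and in neither of Group N.
The paper gives 94579 contigs of the reference transcriptome, and the deposited table holds 49934. No alternative bears on this number.
The paper states that the groups were similar at R1 and marks nitric oxide synthase in Group C at R2 and peroxidasin in Group D at R2 as changed in Table 2. At R1 the groups differed by the exact permutation test of the pseudo-F (p = 0.00476, and p = 0.153 with 10 times as many contigs per pair). That test also responds to unequal spread within groups, and its permutations did not take account of clones. The mean distance at R1 was 2.45 within Group C and 2.44 between Groups C and D. Few contigs differed, 8 between Groups C and D, 0 between Groups C and N and 1 between Groups D and N. Nitric oxide synthase in Group C at R2 had an adjusted p of 0.0723 (0.0111 with the likelihood ratio test), and peroxidasin in Group D at R2 one of 0.118 (0.0776 with the likelihood ratio test). Of 2 values that passed without a mark, 1 is alternative oxidase in Group C at R2. Of 19 values marked in Tables 1 and 2, 17 passed, and all 44 values of these tables lay within 1 standard error, with a different sign for 1, nitric oxide synthase in Group D at R3.
The paper states that the glycogen-targeting subunits were induced more in Group C. At R3 both rose more in Group C than in polyp C1, and at R2 PP1R3B rose less in Group C than in Group D (difference -0.57), and none of these differences passed over all contigs. It also states that most genes of Fig. 4 were changed much more at R3. The estimate was larger at R3 than at R2 for 22 of 22 in Group C, with 12 past the threshold for the difference between the stages, and for 11 of 22 in Group D, with 0 past it.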

Other observations

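The article prints log2 fold changes of 5 enzymes of glycogen synthesis in Fig. 5 without identifiers, which were read here to 2 digits. With no filter on low counts, 39 of the 44 values of Tables 1 and 2, read likewise, lay within 0.05 of those computed from the deposited counts, and 4 of the 5 enzymes matched 1 contig each in all 4 values at that tolerance, while at a tolerance of 0.02 it was 0. Of 620 recombined sets of the values read, 4.03% matched a contig. With the filter and 0.05 the condition set for the match was not met, as 19 of 44 values lay within 0.05, and 0 enzymes matched. The candidate identities, phosphoglucomutase-1 comp50546_c0_seq1, UTP-glucose-1-phosphate uridylyltransferase comp77489_c3_seq4, glycogenin comp72914_c1_seq2 and the branching enzyme comp76089_c0_seq1, are hypotheses, and their fold changes are no evidence for the match since they were used to find it. In Group N, not used for it, 1 of the 4 rose at R3 (glycogenin, log2 fold change 0.95, adjusted p = 0.00988 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
In the Group D polyps B2, E2 and F1, in which S. goreaui predominated at R3, 19 of the Fig. 4 contigs rose and 1 fell from R1. The ammonium transporter Rh type C rose by 1.76 (adjusted p = 0.000324) and prestin by 2.79 (adjusted p = 0.00168), glutamate dehydrogenase changed by -1.33 (adjusted p = 0.0185), and glutamine synthetase had 0.95 (adjusted p = 0.285), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between these polyps and Group C at R3, 0 of 30039 contigs passed by that test (14 by DESeq2 and 11 by the likelihood ratio test). At an unadjusted p under 0.05 there were 1621, a share near the 0.05 that chance alone gives.
The fall of alternative oxidase in Group C rested on polyp D2, whose R1 library had 183 CPM against 7.30 and 17.0 in A2 and E1, and without that library its values were -1.10 (adjusted p = 0.436) at R2 and -0.76 (adjusted p = 0.358) at R3.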
